# Immunotherapeutic IL-6R and targeting the MCT-1/IL-6/CXCL7/PD-L1 circuit prevent relapse and metastasis of triple-negative breast cancer

**DOI:** 10.7150/thno.92922

**Published:** 2024-03-03

**Authors:** Aushia Tanzih Al Haq, Pao-Pao Yang, Christopher Jin, Jou-Ho Shih, Li-Mei Chen, Hong-Yu Tseng, Yen-An Chen, Yueh-Shan Weng, Lu-Hai Wang, Michael P. Snyder, Hsin-Ling Hsu

**Keywords:** MCT-1, IL-6/IL-6R, CXCL7/CXCR2, PD-L1, Immunotherapy

## Abstract

**Rationale:** Multiple copies in T-cell malignancy 1 (MCT-1) is a prognostic biomarker for aggressive breast cancers. Overexpressed MCT-1 stimulates the IL-6/IL-6R/gp130/STAT3 axis, which promotes epithelial-to-mesenchymal transition and cancer stemness. Because cancer stemness largely contributes to the tumor metastasis and recurrence, we aimed to identify whether the blockade of MCT-1 and IL-6R can render these effects and to understand the underlying mechanisms that govern the process.

**Methods:** We assessed primary tumor invasion, postsurgical local recurrence and distant metastasis in orthotopic syngeneic mice given the indicated immunotherapy and MCT-1 silencing (shMCT-1).

**Results:** We found that shMCT-1 suppresses the transcriptomes of the inflammatory response and metastatic signaling in TNBC cells and inhibits tumor recurrence, metastasis and mortality in xenograft mice. IL-6R immunotherapy and shMCT-1 combined further decreased intratumoral M2 macrophages and T regulatory cells (Tregs) and avoided postsurgical TNBC expansion. shMCT-1 also enhances IL-6R-based immunotherapy effectively in preventing postsurgical TNBC metastasis, recurrence and mortality. Anti-IL-6R improved helper T, cytotoxic T and natural killer (NK) cells in the lymphatic system and decreased Tregs in the recurrent and metastatic tumors. Combined IL-6R and PD-L1 immunotherapies abridged TNBC cell stemness and M2 macrophage activity to a greater extent than monotherapy. Sequential immunotherapy of PD-L1 and IL-6R demonstrated the best survival outcome and lowest postoperative recurrence and metastasis compared with synchronized therapy, particularly in the shMCT-1 context. Multiple positive feedforward loops of the MCT-1/IL-6/IL-6R/CXCL7/PD-L1 axis were identified in TNBC cells, which boosted metastatic niches and immunosuppressive microenvironments. Clinically, *MCT-1^high^/PD-L1^high^/CXCL7^high^ and CXCL7^high^/IL-6^high^/IL-6R^high^ expression patterns predict worse prognosis and poorer survival of breast cancer patients.*

**Conclusion:** Systemic targeting the MCT-1/IL-6/IL-6R/CXCL7/PD-L1 interconnections enhances immune surveillance that inhibits the aggressiveness of TNBC.

## Introduction

Epithelial-to-mesenchymal transition (EMT) drives cancer metastasis by adapting to the microenvironment 1, floating through the blood or lymphatic circulation and settling in target organs 2. Enriched oncogenic factors enhance the capacities of self-renewing, pluripotent cancer stem cells (CSCs) 3, which drive tumorigenicity and therapeutic resistance. The cooperativity between innate and adaptive immunity establishes anticancer immunosurveillance 4, 5. Tumor-associated macrophages (TAMs) promote neoplasia, angiogenesis, inflammation and tissue remodeling 6, 7. Peripheral blood monocytes infiltrate the stroma and differentiate into either M1 (tumoricidal) or M2 (protumor) macrophages upon stimulation 8, 9. Lipopolysaccharide (LPS) or Th1 cytokines such as interferon (IFN)-γ and granulocyte-macrophage colony-stimulating factor activate M1 macrophages, which produce proinflammatory cytokines, such as interleukin (IL)-1β, IL-6, IL-12, IL-23 and tumor necrosis factor-α. Th2 cytokines, such as IL-4, IL-10 and IL-13, activate M2 macrophages that secrete the anti-inflammatory cytokines IL-10 and transforming growth factor beta (TGF-β). M2 macrophages reduce tumor-infiltrating lymphocytes (TILs) and induce Tregs, which compromise CD4(+) helper and CD8(+) cytotoxic T (CTLs), NK and antigen-presenting cells 10.

TNBCs lose estrogen receptor (ER), progesterone receptor (PR) and human epidermal growth factor receptor 2 (HER2), showing a robust immunosuppressive tumor microenvironment (TME) and high invasiveness and mortality 11, 12. Programmed cell death protein 1 (PD-1) on CTLs interacts with PD-1 ligand (PD-L1) (also known as B7-H1 antigen or CD274) on tumor cells, then CTLs exhaust cytotoxicity to fight against tumors 13. PD-L1 stimulates T cells to produce IL-10, which activates M2 macrophages 14, but PD-L1-based immunotherapy repolarizes TAMs toward the M1 phenotype 15. In addition, crosstalk between TNBC cells and monocytes induces chemokine (C-X-C motif) ligand 7 (CXCL7) secretion from monocytes to enrich M2 macrophages 16, indicating that chemokines such as CXCL7 regulate the immune landscape.

PD-1/PD-L1-based immunotherapies alone or in combination with other systemic treatments improve TNBC therapy 17. Combined IL-6 and PD-L1 immunotherapies has been reported to reduce pancreatic tumors and hepatoma in mice 18, 19. Anti-IL-6 enhances Th1 immune responses and decreases PD-L1 levels and melanoma development in mice 20. While anti-PD-L1 alone cannot enhance the Th1 response, combined immunotherapies against IL-6 and PD-1/PD-L1 induce T-cell-attracting chemokines and promote IFNγ-producing CD4(+) T-cell infiltration, synergistically enhancing therapeutic efficacy.

MCT-1 (also known as MCTS1) regulates translation reinitiating and ribosomal recycling 21-24. In complex with density-regulated protein and transfer RNA 21, 25, 26, MCT-1 binds the 40S ribosome to initiate noncanonical translation in organogenesis 23 and oncogenesis 24. We found that MCT-1 relocates at the mitotic centrosome and midbody 27. Induced MCT-1 accelerates destabilization of p53 and PTEN 28-30, damages cytokinesis and chromosomes 28, 30 and provokes *reactive oxygen species* 31. But MCT-1 depletion prevents catastrophic mitosis, genomic aberrations and cancer growth 27, 29, 30, 32. Previously, we reported that MCT-1 protein was enriched in 70.8% of TNBC patients, and overexpressing MCT-1 promoted IL-6/IL-6R/gp130 signaling-mediated EMT and TNBC progression in xenograft mice 33. MCT-1 and IL-6 synergistically promote the plasticity of breast CSCs (BCSCs) and M2 macrophages; thus, targeting MCT-1 advances the effect of an IL-6 receptor (IL-6R) monoclonal antibody (mAb) (tocilizumab) against BCSCs and M2 polarization. Tocilizumab binds both soluble and membrane-bound IL-6R, which prevents IL-6/IL-6R signaling function 34. Dual therapies involving tocilizumab are superior to monotherapy. For instance, tocilizumab alongside maraviroc (a CCR5 inhibitor) blunts thoracic metastasis in TNBC xenograft mice 35, potentiates cytotoxicity of cisplatin and suppresses BCSCs and tumorigenesis in humanized orthotopic TNBC mice 36.

Here, we first identify positive feedforward interconnections of the MCT-1/IL-6/IL-6R/CXCL7/PD-L1 nexus in TNBC cells. Primary TNBC progression and postsurgical recurrence/metastasis in xenograft mice were efficiently inhibited by MCT-1 knockdown (shMCT-1) and IL-6R immunotherapy. Surprisingly, sequential immunotherapy of PD-L1 and IL-6R successfully reduced TNBC aggressiveness and mortality, particularly in the shMCT-1 milieu. Our results establish an innovative and systemic therapy for TNBC that may enhance clinical impacts and patient survival.

## Results

### Loss of MCT-1 prevents TNBC growth and the tumor microenvironment

The TNBC 4T1 cell line derived from a spontaneous BALB/c mammary tumor is negative for ER, PR and HER2 37. To study loss-of-function of MCT-1, short hairpin RNA (shRNA) was used to silence the MCT-1 gene (shMCT-1) in 4T1 cells and greatly reduced the high cancer stemness features of *mammosphere* formation (Figure 1A) and expression levels of stem cell markers (BIM-1, Nanog, Sox-2, EpCAM) (Figure 1B), EMT inducers (ZEB1, Twist, vimentin**)** and oncogenic factors (IL-6/IL-6R, p-Stat3 (Ser727), p-Src (Tyr416)) (Figure 1C) compared with the unsilenced cells (scramble).

CSCs are self-renewing, heterogenic and tumorigenic subpopulations 38. To examine the effect of putative *breast CSCs (BCSCs)*, different amounts of 4T1 cells (1x10^4^ and 1x10^3^) were orthotopically implanted into the mammary fat pads of immunocompetent BALB/c mice. During the 5-week injection, the tumorigenicity of shMCT-1 cells (41.7% and 25%) was correspondingly lower than that of *scramble cells (75% and 41.7%) when equal cell doses were compared* (Figure 1D). The tumor growth rates of shMCT-1 cells (5x10^3^ and 1x10^4^) were also much more decreased compared with those of xenografts established with equal amounts of scramble cells (Figure 1E). The mouse survival probability in week 9 was enhanced while implanting a higher dose of shMCT-1 cells (1x10^4^), but mice bearing lower doses of scramble cells (5x10^3^ and 1x10^4^) exhibited far shorter survival because tumor aggressiveness caused death and morbidity (Figure 1F). Furthermore, the mice were implanted with pGL3-luciferase reporter-engineered 4T1 cells (5x10^4^) and monitored by an *in vivo* imaging system (IVIS), demonstrating that tumor intensity was reduced dramatically in the shMCT-1 group (Figure 1G). Four weeks postinjection, the average tumor mass was much less in the shMCT-1 group (~ 0.58 g) compared with the scramble group (~ 2.29 g) (Figure 1H). Fewer CD163(+) M2 macrophages were detected in the shMCT-1 tumor than the scramble tumor (Figure 1I).

By comparing human TNBC cases with normal breast tissue 33, we further confirmed that high amount of MCT-1 protein significantly correlated with invasive ductal carcinoma (IDC) cancer type, T1-T3 tumor stage and lymph node metastasis (N1-N3) (Figure 1J). Alongside ductal carcinoma in situ (DCIS), minor association was found in TNBC cases with T4 and distant metastasis (M1) stages (Figure 1J). The Cancer Genome Atlas of Breast Invasive Carcinomas (TCGA-BRCA) analysis also indicated that high MCTS1 (MCT-1) expression levels were positively associated with M2 macrophage infiltration (Figure 1K). The Kaplan‒Meier plotter database further supports that the MCT-1^high^/CD163^high^ expression pattern represents decreased relapse-free survival (RFS) in TNBC patients (Figure 1L). Therefore, shMCT-1 treatment suppresses TNBC stemness, tumorigenicity, invasiveness, metastasis initiation, microenvironment and mortality.

### Abolishing MCT-1 and IL-6/IL-6R inhibit inflammation and proliferation pathways

To identify the downstream genes that were deregulated after MCT-1 silencing, the transcriptome of 4T1 cells was studied using microarray analysis. Unsupervised hierarchical clustering with a statistical threshold of a fold change ≥ 1.2 (*p*-value < 0.05) identified 1,296 differentially expressed genes (DEGs) in the shMCT-1 cells compared with the scramble cells (Figure 2A, Table S1). Of these DEGs, shMCT-1 downregulated 471 genes (36.34%) and upregulated 825 genes (63.66%). Gene set enrichment analysis (GSEA) using Hallmark (H) gene sets indicated that the response of interferon-alpha (IFNα) and interferon-gamma (IFNγ), the IL-6/JAK/STAT3 pathway, and the late response of estrogen were the most underrepresented in the shMCT-1 context (Figure 2B, Table S2). Leading-edge gene list predicted a panel of 20 core genes in the IL-6/JAK/STAT3 pathway (24%) that were suppressed by shMCT-1 (NES = -1.79, p < 0.0001) (Figure 2C, Table S2). Within core genes in apical junction gene sets (28%) (Figure 2D, Table S2), we also observed de-enrichment of PD-L1 (CD274) and receptor tyrosine kinase EGFR in shMCT-1 (NES = -1.32, p = 0.036). This was consistent with prior reports in lung cancer demonstrating that EGFR is downstream of MCT-1 31. Silencing MCT-1 also hampered EGFR ligand, AREG 39, and glycosylation regulators of EGFR and PI3K/AKT 40, 41, sialyltransferase families ST6Gal/ST6GalNAc (Figure 2E, Table S1), as revealed by core genes in the late response of estrogen (30%) (NES = -1.73, p < 0.0001). We further validated that the representative core genes in the IL-6/JAK/STAT3 pathway (*Il6st* (*Gp130*), *Fas* and *Stat1*) and the late response of estrogen (*St6gal*, *Areg* and *Serpina3*) were highly reduced in shMCT-1 tumor when compared to scramble tumor (Figure 2F). Of note, shMCT-1 also suppressed core genes contributing to responses to IFNα (53%) (NES = -2.82, p < 0.0001) (Table S2, Figure S1A), IFNγ (30%) (NES = -2.66, p < 0.0001) (Table S2, Figure S1B) and inflammation (19%) (30%) (NES = -1.62, p < 0.0001) (Table S2, Figure S1C). Interferons have been reported to induce EGFR, PD-L1 and IL-6 42-45. Thus, depleting MCT-1 inhibits inflammation-associated and survival pathways in metastatic TNBC.

Our previous work and Figure 2B identified that MCT-1 mediated IL-6/IL-6R/gp130 signaling 33. We thus treated 4T1 cells with anti-mouse IL-6R immunotherapy (clone 15A7), which blocks IL-6 binding to IL-6Rα 46, thus consequently inhibits both IL-6 classic and trans-signaling. By performing RNA sequencing analysis, nearly 10,599 transcripts were uncovered (Table S3A). 

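4T1 mouse mammary tumor cells that stably carried an shRNA against MCT-1 (shMCT-1) or a scramble shRNA were treated with anti-IL-6R at 100 ng/ml or with IgG for 48 h, a dose and a time taken from the sample labels. Poly(A)-selected RNA was sequenced in 2 libraries from each of the 4 groups, 8 libraries in all. The authors deposited expected counts, which RSEM estimated for each gene after STAR alignment, without normalization for library size. Of the values above 0, 29.6% were not whole numbers, and all values were rounded to whole counts here. Library totals ranged from 19839299 to 33063570 counts, with a median of 23774335. The shMCT-1 libraries, at 19839299 to 23448587 counts, all held fewer counts than the scramble libraries, at 24100084 to 33063570. Expression is given in CPM, counts scaled to the library total. A level of 1 CPM rested on 19.8 counts in the smallest library and 33.1 counts in the largest. Counts were normalized by edgeR's TMM method. The 12704 genes with more than 1 CPM in at least 2 libraries were tested, out of 54532 listed. Groups were compared with edgeR's quasi-likelihood test, fitted to all 8 libraries, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as differentially expressed genes (DEGs). On simulated counts with known changes, this test at 2 libraries against 2 recovered 78% of 200 genes changed 2-fold and 52% of 200 genes changed 1.5-fold. The simulation gave each gene the same dispersion in all groups. Between the real replicates, the variance was 4.44 to 29.03 times that of counting, depending on the group. The recovered shares may therefore not hold for the real libraries. An exact permutation test of 2 libraries against 2 cannot give a two-sided p-value under 0.333, so the p-values given per gene come from the model.
The silenced gene was examined first. Mcts1 (ENSMUSG00000000355), which encodes MCT-1, lies on chromosome X of GRCm38 from 38600578 to 38613426 in GENCODE M21. Its expression was 13.4 ± 2.24 CPM (SD, n = 2) in scramble + IgG and 12.9 ± 0.403 CPM (SD, n = 2) in scramble + anti-IL-6R. In shMCT-1 + IgG it was 6.36 ± 0.0886 CPM (SD, n = 2), and in shMCT-1 + anti-IL-6R 5.94 ± 1.33 CPM (SD, n = 2). Within anti-IL-6R, the log2 fold change of shMCT-1 against scramble was -1.13 (standard error 0.17, adjusted p = 0.000557 from edgeR's quasi-likelihood test). Within IgG it was -1.08 (standard error 0.17, adjusted p = 0.000676 from the same edgeR test). Each shMCT-1 library, at 4.99 to 6.88 CPM, lay below each scramble library, at 11.8 to 15.0 CPM (exact permutation test of 4 libraries against 4, two-sided, p = 0.0286). With each library left out in turn, the log2 fold change within anti-IL-6R stayed between -1.35 and -0.90.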

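In scramble + anti-IL-6R vs. scramble + IgG, 0 genes had an adjusted p-value under 0.05 and 166 had an unadjusted p-value under 0.05. In shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG, the corresponding counts were 0 and 505. By chance, 635 of the tested genes would have an unadjusted p-value that small. The smallest adjusted p-values from edgeR in these comparisons were 0.869 and 0.227. In shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R, 6894 genes were DEGs, of which 3422 were higher and 3472 lower in shMCT-1, and 1929 had an absolute log2 fold change above 1. The intersection of the 3 comparisons held 0 genes at an adjusted p-value under 0.05 and 11 genes at an unadjusted p-value under 0.05. The alternative that moved the scramble and intersection counts most was edgeR's exact test on the 4 libraries compared, without adjustment. It gave 228 genes in scramble, 420 in shMCT-1 and 19 in the intersection.
Cyp2c55 (ENSMUSG00000025002), listed as CYP2C18, lies on chromosome 19 from 39007019 to 39042693. Upon anti-IL-6R it changed from 1.44 ± 0.133 to 2.17 ± 0.268 CPM (SD, n = 2 each) in scramble and from 8.30 ± 0.292 to 6.51 ± 0.0721 CPM (SD, n = 2 each) in shMCT-1. Aldoc (ENSMUSG00000017390) lies on chromosome 11 from 78322968 to 78327781. It changed from 0.168 ± 0.0624 to 0.442 ± 0.0453 CPM (SD, n = 2 each) in scramble and from 14.6 ± 0.366 to 11.5 ± 0.0821 CPM (SD, n = 2 each) in shMCT-1. Mtln (ENSMUSG00000051319) lies on chromosome 2 from 127791388 to 127792488, and the genes of that chromosome were lower in shMCT-1 than in scramble by a median log2 fold change of -0.37. Its log2 fold change upon anti-IL-6R was 0.47 (standard error 0.22; 0.15 to 0.91 with libraries left out in turn) in scramble and -0.47 (standard error 0.21; -0.54 to -0.39) in shMCT-1. Thus Cyp2c55, Aldoc and Mtln rose in scramble and fell in shMCT-1, and none of these changes had an adjusted p-value under 0.05. Within anti-IL-6R, their log2 fold changes in shMCT-1 against scramble were 1.58 for Cyp2c55, 4.69 for Aldoc and 0.54 for Mtln, of which the last was not a DEG (adjusted p = 0.0579 from edgeR). With edgeR's exact test the adjusted p-value of Mtln was 0.00642.
Hist1h3h (ENSMUSG00000101355), listed as H3C3, lies from 21717659 to 21718069 on chromosome 13, whose genes were also lower in shMCT-1 as a whole. Its log2 fold change was -0.74 (standard error 0.31) in scramble upon anti-IL-6R, -0.64 (standard error 0.35) in shMCT-1 upon anti-IL-6R and -0.66 (standard error 0.34) in shMCT-1 against scramble within anti-IL-6R. With libraries left out in turn, these values ranged from -0.79 to -0.69, from -1.31 to -0.19 and from -1.32 to -0.20. PPIH stands in Table S3B for Gm7879 (ENSMUSG00000033036, chromosome 5 from 43913144 to 43913917). Gm7879 fell by 0.38 in scramble and by 0.36 in shMCT-1 on the log2 scale, and Ppih itself (ENSMUSG00000060288, chromosome 4 from 119300010 to 119320546) changed by 0.02 and -0.29. The ranges in shMCT-1 with libraries left out were -0.49 to -0.21 for Gm7879 and -0.39 to -0.18 for Ppih, and in scramble the value of Ppih crossed 0 (-0.07 to 0.11). ZNF34 stands for Zfp985, Zfp979 and Zfp946 in Table S3B and for Zfp945, Zfp995 and CT030661.1 in Table S3C. In scramble, the log2 fold changes upon anti-IL-6R of Zfp985, Zfp979 and Zfp946 were -0.32, -0.34 and -0.54. In shMCT-1, those of Zfp945, Zfp995 and CT030661.1 were -0.58, -0.80 and -0.64. With each library left out in turn, these values ranged from -0.49 to -0.14 for Zfp985, from -0.48 to -0.19 for Zfp979, from -0.93 to -0.033 for Zfp946, from -0.77 to -0.36 for Zfp945, from -1.25 to -0.45 for Zfp995 and from -0.82 to -0.44 for CT030661.1.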

We further did overlap analysis between 66 unique DEGs in scramble (scramble + anti-IL-6R vs. scramble + IgG) (Table S3B) and 230 unique DEGs in shMCT-1 (shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG) (Table S3C) following anti-IL-6R in comparison to IgG as well as 5,790 unique DEGs in shMCT-1 vs. scramble within anti-IL-6R treatment (shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R) (Table S3D), resulting only 8 genes as common targets of both shMCT-1 and anti-IL-6R (Figure 3A), which were PPIH, HES1, ALDOC, MTLN, H3C3, CYP2C18, DNAJB9 and ZNF34. These common targets were majorly involved in biological regulation, cellular process and metabolic process (Figure S2B, Table S4). 

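The variation among the 8 libraries was divided by source over the log2 CPM of the tested genes. Of the sum of squares, 80.8% lay between shMCT-1 and scramble, 2.96% between anti-IL-6R and IgG, 3.33% in their interaction and 12.9% between replicates. The replicates had 4 degrees of freedom, so that 1 degree of freedom held 3.23%. The share of anti-IL-6R was therefore no larger than that of the difference between replicates. Replicates differed by a standard deviation of 0.36 in log2 CPM on average, libraries of the other treatment in the same background by 0.36, and libraries of the other background by 0.97.

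**Figure D1:**
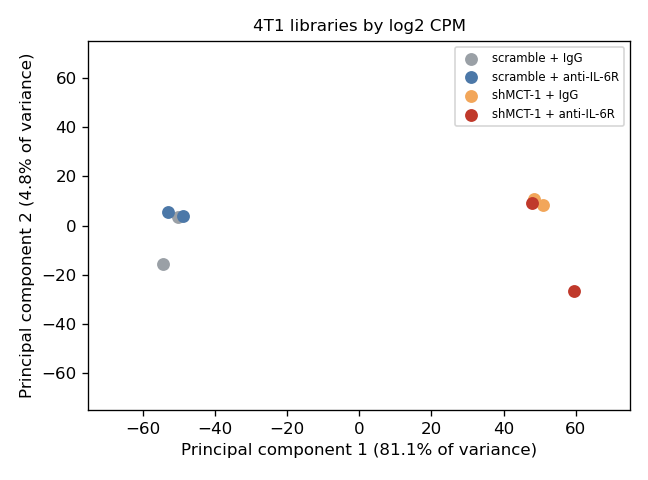
Principal component analysis of the log2 CPM of the tested genes, with component 1 (81.1% of variance) on the x axis and component 2 (4.8% of variance) on the y axis. Each point is a library, colored by group, and the shMCT-1 libraries lie at 47.8 to 59.4 on component 1 and the scramble libraries at -54.2 to -48.9.

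In an additive model of background and treatment, 8764 genes were DEGs for shMCT-1 across both treatments. For anti-IL-6R across both backgrounds there were 0 DEGs, and 355 genes had an unadjusted p-value under 0.05. The interaction, which tests whether the response to anti-IL-6R differed between scramble and shMCT-1, also gave 0 DEGs, with 315 genes at an unadjusted p-value under 0.05. Across genes, which are not independent replicates, the log2 fold changes upon anti-IL-6R in scramble and in shMCT-1 had a Pearson correlation of 0.0123 and a Spearman correlation of 0.0401. With each library left out in turn, the Pearson correlation ranged from -0.155 to 0.125.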

Of interest, as indicated by Venn diagram (Figure 3A) and unsupervised hierarchical clustering (Figure S2A), unique transcripts were predominantly contributed by shMCT-1 rather than anti-IL-6R immunotherapy. This was consistent with previous report demonstrating that IL-6 is downstream of MCT-1 33, thus targeting IL-6R consequently has similar effect to shMCT-1. 

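Dnajb9 (ENSMUSG00000014905) encodes a DnaJ heat shock protein family member and lies on chromosome 12 from 44205559 to 44210326. The genes of chromosome 12 were lower in shMCT-1 than in scramble by a median log2 fold change of -0.35. Dnajb9 was expressed at 15.7 ± 0.952 CPM (SD, n = 2) in scramble + IgG, 11.8 ± 1.53 CPM (SD, n = 2) in scramble + anti-IL-6R, 9.26 ± 1.32 CPM (SD, n = 2) in shMCT-1 + IgG and 6.75 ± 0.847 CPM (SD, n = 2) in shMCT-1 + anti-IL-6R. Upon anti-IL-6R, the log2 fold change was -0.40 (standard error 0.15) in scramble and -0.45 (standard error 0.16) in shMCT-1. Both changes had an unadjusted p-value under 0.05 and neither an adjusted p-value under 0.05. Within anti-IL-6R, shMCT-1 was lower than scramble by a log2 fold change of -0.81 (standard error 0.16, adjusted p = 0.00211 from edgeR).
Hes1 (ENSMUSG00000022528) encodes a transcriptional repressor of the Notch pathway and lies on chromosome 16 from 30064384 to 30067796. Its expression was 150.6 ± 8.93 CPM (SD, n = 2) in scramble + IgG, 118 ± 16.2 CPM (SD, n = 2) in scramble + anti-IL-6R, 92.2 ± 20.7 CPM (SD, n = 2) in shMCT-1 + IgG and 70.4 ± 0.413 CPM (SD, n = 2) in shMCT-1 + anti-IL-6R. The response to anti-IL-6R was -0.36 on the log2 scale (standard error 0.14) in scramble and -0.39 (standard error 0.15) in shMCT-1, and both passed the unadjusted but not the adjusted threshold. The difference of shMCT-1 from scramble within anti-IL-6R was -0.74 (standard error 0.15, adjusted p = 0.00222 from edgeR). With each library left out in turn, the responses in shMCT-1 ranged from -0.59 to -0.30 for Dnajb9 and from -0.60 to -0.14 for Hes1, and that of Hes1 in scramble from -0.50 to -0.22.

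**Figure D2:**
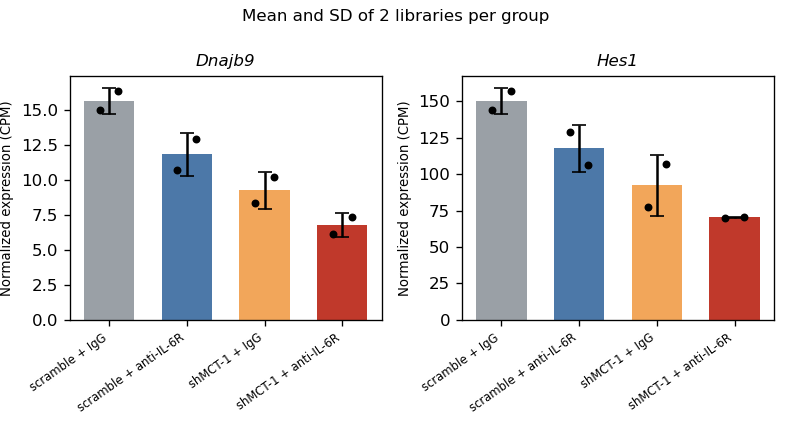
Normalized expression of Dnajb9 and Hes1 in CPM on the y axis, by group on the x axis. Bars give the mean, error bars the SD and points the 2 libraries of each group, and in both genes the lowest mean is that of shMCT-1 + anti-IL-6R.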

Complemented with RNA sequencing results (Figure 3A), *Dnajb9* and *Hes1* were downregulated by both anti-IL-6R and shMCT-1 when validated by quantitative RT-PCR (Figure 3B).

GSEA with Hallmark (H) gene sets was then employed to gain insights into altered pathways between scramble and shMCT-1 upon anti-IL-6R compared to those treated by IgG (scramble + anti-IL-6R vs. scramble + IgG and shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG) (Figure 3C-D). 

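The core gene lists for the G2/M checkpoint and the mitotic spindle in scramble + anti-IL-6R vs. scramble + IgG are held here in part only. The held part of each list, its first 3 genes and sets of the Reactome database with related names were examined. Of the 64 genes stated for the G2/M checkpoint 57 are held, and the 56 tested had a median log2 fold change of -0.13. Of the 72 genes stated for the mitotic spindle 55 are held, and the 54 tested had a median of -0.09. With each library left out in turn, these medians ranged from -0.25 to 0.010 and from -0.19 to 0.021, the upper ends arising without scramble + IgG replicate 2. Each held gene tested was lower and none was a DEG, but the study chose the lists on these libraries for that direction. The lists run from weak to strong changes (Spearman correlation of position with absolute log2 fold change 0.994 and 0.999), so the first 3 genes are among the least changed of those held. Top2a, Hspa8 and Srsf1 of the G2/M checkpoint list had log2 fold changes of -0.07, -0.08 and -0.08. Bub1, Net1 and Myo1e of the mitotic spindle list had log2 fold changes of -0.05, -0.06 and -0.06. The standard errors of these 6 genes ranged from 0.08 to 0.11, and none was a DEG. When libraries were left out in turn, the values of Top2a, Net1 and Myo1e crossed 0, with upper ends at 0.02, 0.10 and 0.05, and those of Hspa8, Srsf1 and Bub1 came as close to 0 as -0.033, -0.0011 and -0.012.
The Reactome sets were tested with camera, which compares the genes of a set with all other genes under a preset correlation of 0.01 between genes. The median log2 fold change was 0.01 over 51 genes of G2/M checkpoints, -0.01 over 99 genes of mitotic G2-G2/M phases, -0.02 over 18 genes of the mitotic spindle checkpoint and -0.02 over 99 genes of mitotic prometaphase. The median of all tested genes was 0.01. The adjusted p-values of the sets from camera were 0.854, 0.625, 0.443 and 0.307.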

Anti-IL-6R treatment in scramble most significantly hindered genes involved in cell cycle such as during G2/M checkpoint (33%) (NES = - 1.68, p < 0.0001) and mitotic spindle assembly (37%) (NES = - 1.47, p = 0.002) (Figure 3C, Table S5A). Combined with shMCT-1, anti-IL-6R mostly suppressed inflammation-associated pathways (Figure 3D, Table S5B), marked with significant de-enrichment from IFNα response (23%) (NES = -1.46, p = 0.028) and minor reduction in IFNγ response (20%) (NES = -1.21, p = 0.145) and the IL-6/JAK/STAT3 signaling (20%) (NES = -0.91, p = 0.611). 

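The core lists of shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG in Table S5B were tested with camera. The median log2 fold change was -0.25 over 15 genes of the IFNα response, -0.23 over 24 genes of the IFNγ response and -0.16 over 13 genes of the IL-6/JAK/STAT3 signaling, and all of these genes were lower. The spread of these medians between replicates was 0.04, 0.04 and 0.06. The list of IL-6/JAK/STAT3 signaling moved to -0.28 without shMCT-1 + anti-IL-6R replicate 2. None of the listed genes was a DEG, and adjusted over the list alone the count was also 0 in each list. The study chose the core genes on these same libraries as those that moved in the direction of the set, so neither the shared direction nor the count adjusted over the list alone is independent evidence. The adjusted p-values from camera were 1.72e-06, 1.36e-08 and 4.26e-05.
Of the 18 core lists of Table S5 for pathways named in the text, each tested in its own comparison, camera called 18. Under a correlation estimated from the data 11 of these calls held, and under fry, a rotation test, 14 held. All 3 lists above held under fry, and under the estimated correlation the IL-6/JAK/STAT3 list did not (adjusted p = 0.063). Adjusted over all 88 core lists held whole and tested, camera called 87, the estimated correlation 10 and fry 43, so that a call by camera did not set the named pathways apart. In that family 2 of the 18 lists passed under the estimated correlation and 12 under fry. Of the 3 lists above none passed under the estimated correlation (adjusted p = 0.0604, 0.0528 and 0.0879), and under fry the IL-6/JAK/STAT3 list did not (adjusted p = 0.0264, 0.022 and 0.0533). Of the Reactome sets chosen by name, camera called 1 in this comparison, respiratory electron transport, with a median of -0.08 and 57 of 75 genes lower (adjusted p = 2.82e-09). This call held neither under an estimated correlation (adjusted p = 0.906) nor under fry (adjusted p = 0.355), and the median ranged from -0.19 to 0.017 with libraries left out in turn. The sets related to the lists above were not called. Of 11 tested genes of interferon alpha/beta signaling, 5 were higher (adjusted p = 0.935 from camera), and their median, -0.0014, changed sign to 0.01 with RLE size factors and to 0.0025 with edgeR's filterByExpr. With RLE size factors the median of all tested genes moved from -0.0067 to 0.0063, a shift that all genes share. The median of 55 genes of interferon gamma signaling was -0.05 (adjusted p = 0.62 from camera), and that of 9 genes of interleukin-6 signaling was 0.01 (adjusted p = 0.935 from camera).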

When shMCT-1 compared to scramble within anti-IL-6R treatment (shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R) (Figure 3E, Table S5C), we observed similar underrepresentation of genes involved in the IL-6/JAK/STAT3 signaling (10%) (NES = -1.04, p = 0.379), followed by larger reduction of genes acting in the mitotic spindle (39%) (NES = -1.88, p < 0.0001) and G2/M checkpoint (42%) (NES = -1.46, p = 0.003). 

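In shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R, the IL-6/JAK/STAT3 core list of Table S5C held 5 genes, with a median log2 fold change of -1.49. All 5 were DEGs over the tested genes and adjusted over the list alone, a list that the study chose on these libraries. Il6st (ENSMUSG00000021756), which encodes gp130, lies on chromosome 13 from 112464070 to 112510086, a chromosome whose genes were lower in shMCT-1 as a whole by a median log2 fold change of -0.42. Il6st fell from 229.8 ± 5.78 CPM (SD, n = 2) in scramble to 81.5 ± 17.5 CPM (SD, n = 2) in shMCT-1, a log2 fold change of -1.49 (standard error 0.13, adjusted p = 2.02e-05 from edgeR). Fas (ENSMUSG00000024778), on chromosome 19 from 34290666 to 34327772, fell from 18.9 ± 0.181 to 6.74 ± 0.0492 CPM (SD, n = 2 each). Il6ra (ENSMUSG00000027947), on chromosome 3 from 89864059 to 89913196 and outside the core list, fell from 26.4 ± 2.08 to 10.6 ± 1.93 CPM (SD, n = 2 each; adjusted p = 0.000195 from edgeR). Il6 had a mean of 0.0462 to 0.409 CPM in the 4 groups and was not tested. Of the 9 tested genes of Reactome's interleukin-6 signaling, 8 were lower, with a median of -0.68 (adjusted p = 0.0559 from camera, 0.906 from camera with an estimated correlation and 0.0323 from fry). Without shMCT-1 + anti-IL-6R replicate 1 this median was -0.38.
The lists for the mitotic spindle and the G2/M checkpoint are again held in part and run from weak to strong changes. The 55 spindle genes held and tested, of 75 stated, had a median log2 fold change of -0.58, and 55 were DEGs. The 57 checkpoint genes held and tested, of 83 stated, had a median of -0.37, and 40 were DEGs. With libraries left out in turn, these medians ranged from -0.73 to -0.41 and from -0.46 to -0.30. All were lower, the direction for which the study chose them on these libraries. The first spindle genes, Kif5b, Hdac6 and Tubgcp5, had log2 fold changes of -0.39, -0.38 and -0.38 and were DEGs, although Tubgcp5 was not under DESeq2 (adjusted p = 0.0507). With libraries left out in turn, Kif5b ranged from -0.60 to -0.19, Hdac6 from -0.40 to -0.37 and Tubgcp5 from -0.58 to -0.19. The first checkpoint genes, Syncrip, Sfpq and Srsf1, had log2 fold changes of -0.20, -0.21 and -0.21 and were not DEGs, and they ranged from -0.27 to -0.11, from -0.21 to -0.19 and from -0.25 to -0.14. In Reactome's mitotic prometaphase the median was -0.11, with 61 of 99 genes lower (adjusted p = 0.401 from camera). In its G2/M checkpoints the median was 0.07, with 28 of 51 genes higher (adjusted p = 0.939 from camera).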

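The core lists for the targets of E2F, a family of transcription factors of the cell cycle, differed between the 3 comparisons, and 4 genes stood in all 3 lists. In scramble + anti-IL-6R vs. scramble + IgG, 49 listed genes had a median log2 fold change of -0.17, with 0 DEGs and 0 genes adjusted over the list alone. This value rested on 1 library, since it was -0.0012 without scramble + IgG replicate 2. In shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG, 52 listed genes had a median of -0.10, again with 0 DEGs and 0 adjusted over the list alone. In shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R, 52 listed genes had a median of -0.44, with 47 DEGs and 50 adjusted over the list alone. The lists were chosen by the study on these libraries, and their genes are lower by that choice. The adjusted p-values from camera were 3.8e-19, 1.47e-06 and 2.36e-07. With an estimated correlation they were 0.135, 0.0711 and 0.154, and with fry 0.212, 0.0392 and 0.00583. Adjusted over all core lists held whole, the second fry value was 0.0589 and no longer passed.
Over the 110 tested genes that stood in any of the E2F lists, 26 were lower in all 3 comparisons. The responses to anti-IL-6R in scramble and in shMCT-1 share no library, so each of their lists was also tested in the other response. Of 11 such lists, covering all pathways tested, 10 had a median in the same direction and 0 were called by camera, by the estimated correlation or by fry. Reactome's E2F mediated regulation of DNA replication, with 27 tested genes, was called in none of the comparisons by camera (adjusted p = 0.799 in scramble, 0.983 in shMCT-1 and 0.62 between them within anti-IL-6R). Within anti-IL-6R, fry called this set (adjusted p = 0.0167), with a median of -0.09 and 18 of the 27 genes lower, and camera with an estimated correlation did not (adjusted p = 0.906).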

Among triple comparison of these perturbed gene sets, overlap analysis identified transcription factor E2F targets, which regulating cell cycle progression, as the only common downregulated pathway by shMCT-1 and anti-IL6R (Figure 3F). This indicated that targeting MCT-1 and IL-6/IL-6R both exerted anti-proliferative effects, as evidenced separately by earlier investigations 27, 36. Additionally, three pathways were found to be mutually upregulated by shMCT-1 and anti-IL-6R (Figure 3G), including response to hypoxia and metabolic processes such as glycolysis and metabolism of xenobiotics. Accordingly, genes linked to the enrichment of hypoxia, glycolysis and metabolism of xenobiotics were upregulated in anti-IL-6R-treated shMCT-1 as compared to anti-IL-6R-treated scramble cells (Figure 3H), whereas most core genes associated with E2F targets were downregulated. 

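Upon anti-IL-6R in scramble, the median log2 fold change of the core lists of Table S5A was 0.10 over 46 hypoxia genes, 0.11 over 51 glycolysis genes and 0.11 over 40 xenobiotic metabolism genes. The first spread by 0.08 between replicates, the second by 0.11 and the third by 0.10. Without scramble + IgG replicate 2 the glycolysis median was -0.0001. In shMCT-1, the lists of Table S5B had medians of 0.19 over 22 hypoxia genes, 0.13 over 40 glycolysis genes and 0.10 over 43 xenobiotic metabolism genes. None of these genes was a DEG upon anti-IL-6R in either background, and adjusted over the list alone the count was 0 as well. Between shMCT-1 and scramble within anti-IL-6R, the lists of Table S5C had medians of 0.83 over 37 hypoxia genes, 0.70 over 50 glycolysis genes and 0.63 over 50 xenobiotic metabolism genes. The DEGs among them numbered 37, 50 and 49, and adjusted over the list alone 37, 50 and 50. As the study picked the lists on these libraries, the latter are not independent evidence. The camera calls of the lists of scramble held neither under fry nor under an estimated correlation, and those of the other lists named here held under both. Adjusted over all core lists held whole, the latter held under fry and not under the estimated correlation. Between shMCT-1 and scramble within anti-IL-6R, however, fry called 25 of the 25 core lists tested. A call by fry thus did not set the named lists apart in that comparison. The genes in all 3 lists numbered 3 for hypoxia, 7 for glycolysis and 5 for xenobiotic metabolism. Reactome's glycolysis set rose between shMCT-1 and scramble by a median of 0.35 over 22 genes. It was called by camera (adjusted p = 0.0102) and by fry (adjusted p = 0.00395), and not with an estimated correlation (adjusted p = 0.906). Reactome's cellular response to hypoxia had a median of 0.21 over 20 genes (adjusted p = 0.877 from camera and 0.29 from fry). From the overlap of the gene sets perturbed in its 3 comparisons, the paper concludes that shMCT-1 and anti-IL-6R act on E2F targets in one direction and on hypoxia, glycolysis and xenobiotic metabolism in the other.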

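The lists of Table S5C for hypoxia, glycolysis and xenobiotic metabolism together held 118 tested genes. In shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R, 117 of them were DEGs and higher, and 78 had a log2 fold change of at least 0.6. In the responses to anti-IL-6R, 0 of the 118 were DEGs in scramble and 0 in shMCT-1. The largest log2 fold changes were those of Aldoc in the hypoxia list, Sdc3 in the glycolysis list (4.04) and Irf8 in the xenobiotic list (3.09). Ccn2 (ENSMUSG00000019997), a matricellular protein gene of the hypoxia set, lies on chromosome 10 from 24595442 to 24598683. It was expressed at 26.9 ± 0.521 CPM (SD, n = 2) in scramble + anti-IL-6R and 285.8 ± 16.7 CPM (SD, n = 2) in shMCT-1 + anti-IL-6R, a log2 fold change of 3.41 (standard error 0.11, adjusted p = 7.53e-08 from edgeR). Of the 52 tested E2F genes of Table S5C, 13 had a log2 fold change of -0.6 or lower, and the strongest was Mki67 at -1.19.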

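Myc (ENSMUSG00000022346) lies on chromosome 15 from 61985391 to 61990374. Its expression was 573 ± 33.2 CPM (SD, n = 2) in scramble + IgG, 554 ± 2.45 CPM (SD, n = 2) in scramble + anti-IL-6R, 410.1 ± 42.4 CPM (SD, n = 2) in shMCT-1 + IgG and 441 ± 3.65 CPM (SD, n = 2) in shMCT-1 + anti-IL-6R. Within anti-IL-6R, the log2 fold change of Myc in shMCT-1 against scramble was -0.33 (standard error 0.09, adjusted p = 0.0137 from edgeR's quasi-likelihood test). It lay between -0.34 and -0.30 with each library left out in turn. Upon anti-IL-6R, Myc changed by -0.05 (standard error 0.09) in scramble and by 0.10 (standard error 0.09) in shMCT-1, and neither was a DEG.
The mouse gene that Table S3D lists under the human symbol MYC is Bmyc (ENSMUSG00000049086), a separate gene on chromosome 2 from 25706739 to 25707721. Bmyc had 0 counts in each scramble library, where 3 counts would be 0.124 CPM in the smallest of them. In the shMCT-1 libraries it was expressed at 4.76 to 5.84 CPM, and their mean was at least 42.2-fold above that limit. It was among 51 genes with 3 counts or fewer in each scramble library and at least 1 CPM in each shMCT-1 library.

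**Figure D3:**
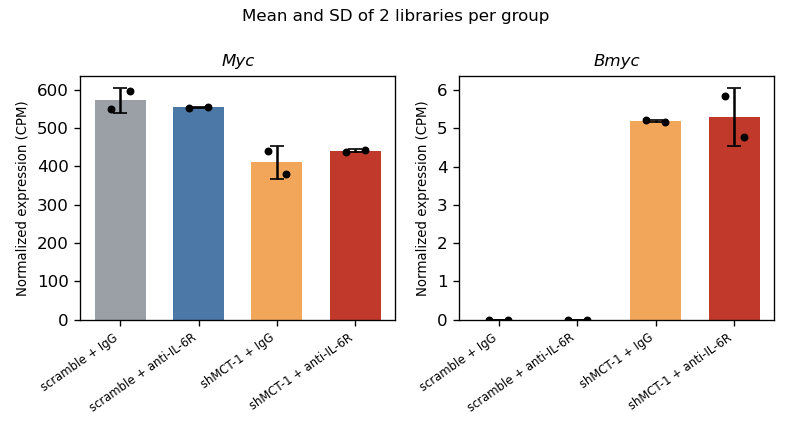
Normalized expression of Myc and Bmyc in CPM on the y axis, by group on the x axis. Bars give the mean, error bars the SD and points the 2 libraries of each group, and Myc is lower and Bmyc higher in both shMCT-1 groups than in both scramble groups.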

Upregulation of MYC (Figure 3H), as component of E2F targets gene set, was likely a mechanism exploited by shMCT-1 and anti-IL-6R to sensitize TNBC cells to apoptosis. MYC has been shown to promote apoptosis during hypoxia and nutrient deprivation 47, as supported by increased expression of hypoxia and glycolysis genes (Figure 3H). Upregulation of MYC could be corroborated by quantitative RT-PCR analysis in both human and mouse TNBC cell lines with shMCT-1 and anti-IL-6R treatment (Figure S2C), but upregulation of CCN2, one of core genes in hypoxia, could not be observed in human TNBC cells, perhaps because human and mouse CCN2 did not share equivalent functional properties. Collectively, these results suggest that shMCT-1 treatment blocks IL-6 signaling transduction, cell proliferation and oncogenesis.

### shMCT-1 prevents primary TNBC progression and advances IL-6R immunotherapy against recurrence and metastasis after surgery

Murine 4T1 tumor progression resembles advanced features of human TNBC metastasis to the lungs, liver, bone and brain 37, 48. To examine the potential of IL-6R immunotherapy against TNBC aggressiveness, the resulting 4T1 mammary tumors were surgically removed when the tumor size reached approximately 150 ~ 200 mm^3^ (Figure 4A). Starting on postsurgery day 3, anti-mouse IL-6R Ab (clone 15A7) and IgG2b, κ control Ab (clone LTF-2) were semiweekly administered to mice via i.v. injection for 3 weeks. The efficacy, safety, and tolerability of periodic IL-6R immunotherapy by i.v. administration have been tested in the previous pre-clinical models 49 and clinical trials 50. Representative bioluminescence images of mice exhibited the tumor intensity at week 4, postsurgery and the indicated immunotherapy for another 2 weeks (Figure 3A). In the 24-day postoperative period, shMCT-1 treatment sufficiently improved survival probability (Figure 4B), while the scramble cohort indeed exhibited a better survival rate in IL-6R immunotherapy than IgG2b, κ.

Even without resecting primary tumors (nonsurgery), the shMCT-1 group successfully inhibited metastasis (0%), but the scramble cohort still developed distant metastasis (66.8%) to the lungs, liver, or lymph nodes (Figure 4C). Postsurgical tumor relapse was also further inhibited by immunotherapy of IL-6R in the shMCT-1 group (12.5%) than in the scramble group (77.8%) when compared with IgG2b, κ treatment of scramble (100%) and shMCT-1 (55.6%) cohorts (Figure 4C). Unexpectedly, the surgical stress caused TNBC metastasis. For 2 ~ 3 weeks postsurgery, tumor metastasis to the lungs or the liver was promoted in both scramble (77.8%) and shMCT-1 (57.1%) conditions compared with nonsurgery conditions (66.8% and 0%, respectively) (Figure 4C). Importantly, anti-IL-6R immunotherapy inhibited postsurgical metastasis in the scramble group (33.3%) and further in the shMCT-1 group (27.3%) when compared with both groups were treated with IgG2b, κ (77.8% and 57.1%).

As evaluated by immunohistochemistry of the recurrent tumors, we further confirmed that anti-IL-6R reduced CD163(+) M2 macrophage (Figure 4D-E; Figure S3A) and Foxp3(+) Treg (Figure 4F; Figure S3B) infiltration, mostly in recurrent shMCT-1 tumors. Again, the TCGA-BRCA cohort study supported the conclusion that MCTS1 (MCT-1) activation is associated with Treg cell infusion (Figure 4G). As indicated by postsurgical breast cancer invasion of the lungs, the IgG2b, κ-treated scramble group showed many metastatic lung nodules, while fewer and smaller lung nodules occurred in the IgG2b, κ-treated shMCT-1 (Figure 4H-I). Metastatic lung nodules in both groups were significantly reduced by anti-IL-6R treatment (Figure 4H-I). Immunohistostaining of lymphatic vessel endothelial hyaluronan receptor 1 (Lyve-1) on tumor-draining lymph nodes (TDLNs) also indicated that the scramble group tumors promoted axillary lymph node metastasis with increased lymphangiogenesis when left unresected (Figure 4J). Notably, metastatic axillary TDLNs was undetectable across non-surgical shMCT-1 as well as IgG2b, κ- and anti-IL-6R-treated postsurgical groups (Figure 4J).

Our novel preclinical results prove that shMCT-1 alone sufficiently prevents TNBC immunity, metastasis, relapse and mortality. Combining IL-6R immunotherapy with the shMCT-1 effect could advance immunosurveillance that further avoids local recurrence and distant metastasis.

### IL-6R-based immunotherapy improves the immunity against TNBC

Given that MCT-1 impacts on PD-L1 (CD274) (Figure 2D) and monotherapy of anti-PD-L1, atezolizumab, has been shown to prolong the survival of metastatic TNBC patients 51, we next asked whether immunotherapeutic efficacies of anti-IL-6R against TNBC expansion could be at least comparable to PD-L1 blockade. To this end, the resulting breast tumors from the scramble 4T1 cells-implanted mice were resected at week 4. Starting 3 days after surgery, the mice were i.v. injected semiweekly with anti-IL-6R Ab, anti-PD-L1 Ab (clone 10F.9G2) or IgG2b, κ for 2 weeks. As an indication of tumor invasion and severity, plasma IL-6 levels were continually elevated during tumor progression (Figure 5A). After postoperative tumor resection, plasma IL-6 was still induced prominently in the IgG2b, κ group. Escalation of circulating IL-6 levels has been previously reported to associate with systemic inflammation in cancer patients undergoing surgery 52, thus facilitating EMT and BCSCs expansion 33 and contributing to progressive metastasis 53. This was matched with increased distant metastasis after scramble and shMCT-1 groups underwent tumor resection (Figure 4C). The surge of circulating IL-6 levels could be greatly reduced by anti-IL-6R immunotherapy, and the extent of the reduction was much greater than anti-PD-L1 immunotherapy at the endpoint (week 7). Although IL-6 level was lower than IgG2b, κ treatment, we noticed that mice administered with anti-PD-L1 showed a gradual increase of plasma IL-6 level over the course of the treatment (Figure 5A). This is consistent to prior observations showing that patients with melanoma receiving immune checkpoints blockade have IL-6 upregulation 54, 55, which mediates immune-related adverse effects 56.

Examining splenic and tumor-infiltrating lymphocytes, anti-IL-6R promoted the amounts of splenic CD4(+) helper T cells (Figure 5B), CD8(+) CTLs (Figure 5C) and NK1.1(+) cells (Figure 5D; Figure S4A) but not CD4(+)/CD25(+) Tregs (Figure 5E, Figure S4B) as compared to isotype IgG treatment. However, anti-PD-L1 immunotherapy did not increase NK cells. Both anti-IL-6R and anti-PD-L1 significantly suppressed CD4(+)/CD25(+) Tregs (Figure 5F) but outscored IgG2b, κ in the infiltration of CD8(+) CTLs in the recurrent breast tumors (Figure 5G, Figure S4C), suggesting the effective anti-tumor immunity. Interestingly, only anti-IL-6R diminished Tregs in the metastatic lungs (Figure 5H; Figure S4B), comparing to isotype IgG-treated mice.

Reflecting on Figure 5A, we thus hypothesized that the combination of anti-IL-6R and shMCT-1 might limit IL-6 induction and consequently enhance therapeutic benefits of PD-L1 blockade in the metastatic recurrence TNBC. By testing this idea *in vitro* on BCSCs, the results showed that immunotherapy against IL-6R and/or PD-L1, especially in combination, effectively decreased 4T1 mammosphere formation (Figure S5A). Addition of anti-IL-6R to anti-PD-L1 further suppressed the mRNA levels of CSC markers, such as EpCAM (Figure S5B), Oct4 (Figure S5C) and Sox2 (Figure S5D), particularly in shMCT-1 background**.** CD24(-)/CD44(+) subpopulations in the scramble group (31.1%) were also reduced and they were further reduced in the shMCT-1 context (23.7%) upon combined IL-6R and PD-L1 immunotherapy compared with monotherapy (Figure S5E) when they compared with isotype IgG (MOCK) treatment (Figure S5F-I).

To examine the impact of immunotherapeutic BCSCs on macrophage polarity, Raw264.7 M0-like macrophages were treated with LPS and IL-4 to activate M1- and M2-like macrophage differentiation, respectively. The M1 macrophages expressed more iNOS, but the M2 macrophages presented more CD206 and IL-10 than the M0 macrophages (Figure S6A). CD68, CD80 and CD86 were expressed preferentially in M1 macrophages over M2 and M0 macrophages (Figure S6B). IL-10 and Arginase-1 (Arg-1) were enhanced in M2 macrophages more than in M1 and M0 macrophages (Figure S6C). Immunotherapeutic IL-6R and/or anti-PD-L1 blockades were pretreated 4T1 BCSCs (scramble vs. shMCT-1) before coculture with the polarized M2 macrophages in a Boyden chamber, which repolarized M2 toward an M1-like phenotype with increased CD80 (Figure S6D) and decreased M2 markers (CD163 and TGF-β) (Figure S6E-F), especially when encountering the coimmunotherapeutic BCSCs in the shMCT-1 group. Similarly, the immunotherapeutic BCSCs inhibited the invasiveness of M2 macrophages (Figure S6G). Hence, targeting multiple oncogenic points in BCSCs may advance immunosurveillance.

### Sequential immunotherapy against PD-L1 and IL-6R effectively inhibits TNBC metastasis and relapse

To further compare the immunotherapeutic outcomes, the primary 4T1 tumors were surgically removed in week 3, followed by immunotherapy of IL-6R and/or PD-L1 via i.v. injection semiweekly for 3 weeks (Figure 5I). Anti-PD-L1 showed the lowest tumor recurrence rate (15%) compared with anti-IL-6R (57%) and IgG 2b, κ (90%), but anti-IL-6R proved a better anti-metastasis outcome (31%) than anti-PD-L1 (44%) and IgG 2b, κ (50%) (Figure 5I). Both anti-PD-L1 and anti-IL-6R highly improved the survival results (71.4%) compared to IgG2b, κ control group (25%). However, synchronized coimmunotherapy (anti-IL-6R + anti-PD-L1) failed to advance the therapeutic outcomes compared with monotherapy, indicated by lower survival and higher metastasis rate (Figure 5I). This was likely due to enhanced systemic toxicity to multiple organs imposed by i.v. delivery of combined immunotherapy, as demonstrated in mouse models of cancer 57 and melanoma patients 58.

Therefore, we designed a sequential immunotherapy approach with i.p. administration (Figure 5J). Because i.p. injection of mAb has slow distribution in solid tumors 59, we used a 4-fold increase of anti-PD-L1 and anti-IL-6R doses (10 mg/kg) to expedite a stable distribution over the course of treatment. We expected this regimen to be safer but still clinically beneficial to improving TNBC recurrence and metastasis. The primary 4T1 tumors were resected early at week 2, and anti-PD-L1 was administered to the postsurgical mice for 2 weeks before anti-IL-6R treatment for another 2 weeks via intraperitoneal (i.p.) injection. At the indicated doses, the half-lives for i.p. anti-PD-L1 and anti-IL-6R are two 60 and four days 46, respectively, therefore we used semiweekly administration for both Abs to maintain uninterrupted IL-6R and PD-L1 blockade. Surprisingly, in shMCT-1 circumstances, sequential immunotherapy (anti-PD-L1 → anti-IL-6R) successfully prevented tumor relapse (0%) and metastasis (28.5%), achieved a disease-free *survival* advantage (100%) (Figure 5J) and diminished the recurrent tumor loads (Figure 5K). In the sequential immunotherapy, the scramble group still faced tumor remission (100%), postsurgery metastasis (50%) and lower survival outcome (70%) (Figure 5J). Consequently, shMCT-1 benefited and advanced the continuous immunotherapy regimen, sustaining survival probability (Figure 5L). At the endpoint (week 7), upon sequential PD-L1 and IL-6R immunotherapy, splenic lymphocytes of the shMCT-1 tumor-bearing mice increased more CD4(+) helper T cells and CD19(+) B cells (Figure 5M) but unchanged CD8(+) CTLs and NK cells (Figure S6H) when compared with those bearing scramble tumors and treated by isotype IgG. Sequential immunotherapy alongside shMCT-1 effect also significantly induced Adgre1 (F4/80 pan macrophages) and inhibited Foxp3 (Tregs) gene expression in postsurgical lung metastasis tumors (Figure 5N). In addition, the reduced lung nodules proved that anti-IL-6R and anti-PD-L1 monotherapies were equally efficient; however, synchronized immunotherapy (anti-IL-6 + anti-PD-L1) did not stop lung metastasis (Figure 5O). Differently, both sequential immunotherapy (anti-PD-L1 → anti-IL-6R) and shMCT-1 treatment efficiently prevented postsurgical tumor metastasis to the lungs (Figure 5P), particularly in combination of the sequential immunotherapy with shMCT-1 effect.

Accordingly, the earlier primary tumorectomy, delivery of combinational and chronological immunotherapy will halt tumor spreading and enhance TNBC therapeutics.

### Positive feedback interconnections of the MCT-1/IL-6/IL-6R/CXCL7/PD-L1 axis in TNBC cells

CXCL7 and IL-6 mediate the positive feedforward interaction between mesenchymal stem cells (MSCs) and tumor cells 61, 62. EGFR induces PD-L1 via the IL-6/JAK1/STAT3 pathway 63, which reciprocally drives PD-L1 phosphorylation (Tyr112) to evade cancer immunosurveillance 64. PD-L1 activates PI-3K/AKT pathway, while activated PI-3K/AKT can also increase PD-L1 expression 65. Given that MCT-1 has been shown to induce EGFR 31 and IL-6/IL-6R/gp130 33, we thus hypothesized that CXCL7 is the hub connecting IL-6 and PD-L1 in the MCT-1 pathway, as modeled in Figure 6A.

To identify the signaling pathways underlying the efficacy of combinatorial immunotherapy (anti-PD-L1 → anti-IL-6R) in preventing recurrence and metastasis, we questioned the involvement of CXCL7 within MCT-1 oncogenic pathway. Depleting MCT-1 in 4T1 cells (p53-null, wild-type BRCA1/2) effectively decreased PD-L1, IL-6/IL-6R and p-EGFR (Tyr1068) (Figure 6B). This was parallel to what we found via transcriptomics (Figure 2C-D). As expected, reduced PD-L1 could be marked by inactivated p-AKT (Ser473) (Figure 6B). Here, we demonstrated for the first time that shMCT-1 reduced CXCL7 and one of its receptors, CXCR2, (C-X-C chemokine receptor 2, also known as interleukin-8 receptor beta, IL8RB). Consistently, reduction of PD-L1, CXCL7/CXCR2, IL-6/IL-6R and p-EGFR (Tyr1068) by shMCT-1 was observed in human TNBC HCC1395 cells (mutated p53 and BRCA1, derived from early stage TNBC) (Figure S7A). When MCT-1 was overexpressed (V5-tagged, indicated as V5-MCT-1), PD-L1 and CXCL7/CXCR2 were induced with concordant increases in IL-6/IL-6R and p-EGFR (Tyr1068) (Figure S7B). At this point, we confirmed that CXCL7/CXCR2 and PD-L1 are regulated by MCT-1 in TNBC cells in both human and mouse TNBC cell lines.

We next asked how IL-6 affected MCT-1, CXCL7 and PD-L1. To this end, IL-6 was used to treat TNBC MDA-MB-231 (IV2-3) cells (mutated p53 and BRCA2, a highly invasive subline derived from two rounds of *in vivo* selection of lung metastasis) 66. IL-6 not only enriched PD-L1 and CXCL7/CXCR2, but also induced MCT-1, IL-6R and p-EGFR (Tyr1068) in a dose-dependent manner (Figure 6C). Conversely, silencing IL-6 (shIL-6) reduced p-EGFR (Tyr1068), PD-L1, CXCL7/CXCR2 and MCT-1 levels (Figure 6D). In 4T1 scramble cells, inhibition of PD-L1 and CXCL7 could be replicated using anti-IL-6R as compared to IgG2b, κ (Figure 6E), but followed by minor effects on CXCR2 and MCT-1 levels. However, we noted that shMCT-1 further amplified reductions on p-AKT (Ser473), PD-L1, CXCL7/CXCR2 and MCT-1 levels exerted by anti-IL6R (Figure 6E). Immunostaining further indicated that anti-IL-6R combined with shMCT-1 dramatically lowered PD-L1 expression compared with scramble cells and those treated with IgG2b, κ (Figure 6F). These results verified our notion that inflammatory signals from IL-6 upregulates MCT-1/CXCL7 and PD-L1. Moreover, we identified that IL-6R immunotherapy alongside shMCT-1 treatment additively decreased CXCL7/CXCR2 and PD-L1, which possibly explained why combined immunotherapy of anti-PD-L1 and anti-IL-6R worked better when MCT-1 expression was low.

To test this idea, we did two approaches. The first approach was to understand the impact of MCT-1/CXCL7 on PD-L1. In MDA-MB-231 (IV2-3) cells, MCT-1 overexpression induced IL-6, p-EGFR (Tyr1068) and PD-L1 (Figure 6G). We also found that recombinant human CXCL7 (rhCXCL7) treatment increased IL-6/IL-6R/p-EGFR (Tyr1068), CXCR2, PD-L1 and ectopic MCT-1 (V5-MCT-1) levels in a time-dependent manner (Figure 6G). Additionally, rhCXCL7 counteracted the effect of shMCT-1, which restored IL-6/IL-6R, p-EGFR (Tyr1068), CXCR2 and PD-L1 levels (Figure 6H). Similar results were identified while stimulating HCC1395 cells with rhCXCL7 (Figure S7C-D), highlighting that MCT-1/CXCL7 elevated PD-L1 expression. Introducing FLAG-tagged CXCL7 (FLAG-CXCL7) in MDA-MB-231 (IV2-3) cells antagonized the shMCT-1 effects and restored CXCR2, IL-6/IL-6, p-EGFR (Tyr1068), PD-L1 and MCT-1 levels (Figure 6I). Conversely, shCXCL7 caused reductions in intrinsic and extrinsic MCT-1, thus diminishing the promotive effects of MCT-1 on CXCL7/CXCR2, IL-6/IL-6R, p-EGFR (Tyr1068) and PD-L1 (Figure 6J). Taken together with Figure 6B and Figure S7A-S7B, these results indicated that CXCL7 enriches MCT-1 in a feedback loop, where CXCL7 amplifies MCT-1 signaling to generate more CXCL7. Chemokine signaling such as CXCL12 and CXCR1/CXCR2 has been shown to repulse infiltration of T cells and neutrophils if present at high concentrations 67, 68, restricting immune response at tissue microenvironment. This could partially explain why the abundance of MCT-1 led to lack of response to immunotherapy.

On the second approach, we employed atezolizumab to reveal the effect of PD-L1 blockade in the MCT-1 pathway. In parallel with anti-IL-6R effects (Figure 6E), atezolizumab broadened the ability of shMCT-1 to diminish CXCL7 and p-EGFR (Tyr1068) (Figure 6K). Atezolizumab also repressed IL-6, CXCL7 and p-EGFR (Tyr1068) levels induced by MCT-1 overexpression (Figure 6L). We further asked whether these effects were consistent if PD-L1 expression was impaired by deactivation of EGFR. By employing pharmacological inhibitor of EGFR, gefitinib (IRESSA) in HCC1395 and MDA-MB-231 (IV2-3) cell lines (Figure 6M), we observed that IL-6/IL-6R, CXCL7 and MCT-1 levels were steadily reduced in a dose-dependent manner following PD-L1 reduction. Altogether, these results prove that EGFR and PD-L1 mutually promote the MCT-1/IL-6/CXCL7 pathway in the TNBC cellular milieu.

Collectively, the positive feedback loops existed within MCT-1/IL-6/IL-6R/CXCL7/PD-L1 pathway reveal the underlying mechanism by which sequential immunotherapy of PD-L1 and IL-6R could powerfully inhibit TNBC aggressiveness, specifically in the shMCT-1 context.

### Enrichments of MCT-1, IL-6/IL-6R, CXCL7 and PD-L1 predict poor prognosis of breast cancer

As we evaluated the clinical relevance of MCT-1, CXCL7, PD-L1 and IL-6 using the cDNA arrays of breast cancer and normal breast biopsies (OriGene TissueScan), we found that MCT-1, PD-L1 and IL-6 mRNAs were enriched in luminal, HER2(+) carcinomas and TNBCs, except for CXCL7, which was only induced in TNBCs (Figure 7A). Both primary and lymph node metastasis (N1-N3) of breast cancers promoted MCT-1, PD-L1 and IL-6 expression, while MCT-1 and IL-6 were upregulated in another distant metastasis (M1), supporting their metastatic roles.

In overall breast cancers, MCT-1 expression was more positively associated with IL-6 (*r* = 0.43, p < 0.001) than with CXCL7 (*r* = 0.2, p = 0.02) and PD-L1 (*r* = 0.26, p = 0.003) (Figure 7B). In TNBCs, MCT-1 expression level also significantly connected with IL-6 (*r* = 0.67, p < 0.001) more than with CXCL7 (*r* = 0.44, p = 0.02) but negligibly connected with PD-L1 (*r* = 0.21, p = 0.26) (Figure 7C). Likewise, TNBCs revealed more positive relations between PD-L1 and IL-6 (*r* = 0.48, p = 0.01) than between CXCL7 and PD-L1 (*r* = 0.38, p = 0.04) while no relation was found between CXCL7 and IL-6 (*r* = 0.25, p = 0.16) (Figure 7C). We next performed Oncomine 69 and cBioPortal 70 database mining to verify these clinical correlations in other datasets. We found that TNBCs exhibited positive correlation between MCT-1 and CXCL7 (Nikolsky, *r* = 0.356, p = 0.023) (Figure 7D). This correlation between MCT-1 and CXCL7 was not present in luminal (Figure S8A-B) but present in HER2(-) subtypes (Nikolsky, *r* = 0.383, p < 0.001) (Figure S8C). Consistent to Figure 6C, MCT-1 did not significantly associate with PD-L1 in both TNBCs (Nikolsky, *r* = 0.019, p = 0.459) (Figure 7E) and HER2(+) subtype (Nikolsky, ⍴ = -0.036, p = 0.429) (Figure S8D). Of note, ER and/or PR status affected clinical association between MCT-1 and PD-L1 (Nikolsky, ⍴ = 0.415, p < 0.001) (Figure S8E). The same pattern was observed between CXCL7 and IL-6 as we found that TNBCs (Nikolsky, ⍴ = - 0.199, p = 0.142) (Figure 7F) and HER2(+) subtype (Nikolsky, *r* = 0.186, p = 0.193) (Figure S8F) did not indicate any association unless the case with hormone status was considered (Nikolsky, ⍴ = 0.382, p < 0.001) (Figure S8G). Like what we confirmed in Figure 6C, CXCL7 and PD-L1 showed positive correlation in TNBCs (Esserman, ⍴ = 0.453, p = 0.005) (Figure 7G), but not in luminal and HER2(+) subtypes (Figure S8H-I). We also verified positive correlation between expression of PD-L1 and IL-6 in both TNBC (Figure 7H) (TCGA, *r* = 0.322, p < 0.001) and luminal subtype (Figure S8J) (TCGA, *r* = 0.202, p < 0.001) while no apparent association was found in HER2(+) subtype (Figure S8K).

The Kaplan‒Meier Plotter database containing pooled datasets of breast cancers adjusted with univariate or multivariate Cox regression was further analyzed the clinical relevance. Patients with MCT-1^high^/PD-L1^high^ expression showed lower recurrence-free survival (RFS) than patients with MCT-1^low^/PD-L1^low^ expression (HR 1.766 [95% CI 1.511-2.061]; p < 0.001) (Figure 7I). MCT-1^high^/CXCL7^high^ expression was associated with poorer overall survival (OS) (HR 1.328 [95% CI 1.069-1.664]; p = 0.012) (Figure 7J) and RFS (HR 1.645 [95% CI 1.474-1.832]; p < 0.001) (Figure 7K). CXCL7^high^/IL-6^high^ expression also exhibited reduced RFS in TNBC patients (HR 1.617 [95% CI 1.080-2.489]; p = 0.024) (Figure 7L). Also, CXCL7^high^/IL-6R^high^ expression exhibited poorer RFS in patients with TNBC (HR 1.712 [95% CI 1.170-2.477]; p = 0.005) (Figure 7M). Similarly, PD-L1^high^/CXCL7^high^ expression revealed lower postprogression survival (PPS) than PD-L1^low^/CXCL7^low^ expression (HR 1.821 [95% CI 1.255-2.618]; p = 0.001) (Figure 7N). PD-L1^high^/IL-6R^high^ expression also had significant impact on RFS of TNBC patients (HR 1.793 [95% CI 1.033-3.163]; p = 0.045) (Figure 7O). Therefore, enhancements of MCT-1, IL-6/IL-6R, CXCL7 and PD-L1 expression are risk factors for predicting breast cancer violence and unfavorable clinical outcomes.

## Discussion

We demonstrate for the first time that interconnections of MCT-1-enhanced IL-6/IL-6R, CXCL7/CXCR2 and p-EGFR/PD-L1 exist in TNBC cells (Figure 6, Figure S7), which promote TNBC stemness, immunity and aggression. IL-6 acts as an autocrine that enhances the MCT-1 level, forming a positive feedforward (MCT-1 - IL-6 - IL-6R - MCT-1) through IL-6R activation. Additionally, MCT-1 enhances CXCL7/CXCR2 levels. Furthermore, CXCL7 acts on CXCR2 in an autocrine manner and induces the MCT-1 level, forming another positive feedback loop (MCT-1 - CXCL7 - CXCR2 - MCT-1) through CXCR2 activation. The two feedforward loops communicate because IL-6 enhances CXCL7/CXCR2 levels, and CXCL7 consecutively increases the IL-6/IL-6R levels (IL-6/IL-6R - CXCL7/CXCR2 - IL-6/IL-6R). Importantly, both IL-6 and CXCL7 activate EGFR, which reciprocally induces more IL-6/IL-6R, CXCL7/CXCR2 and MCT-1, forming another positive feedback loop (MCT-1 - IL-6/IL-6R - CXCL7/CXCR2 - pEGFR - MCT-1). We noticed that PD-L1 amplifies these networks by activating the IL-6-CXCL7-EGFR pathway. The above molecules are prognostic markers for poor unfavorable survival in breast cancer (Figure 7).

Our preclinical studies suggested that systematically targeting the MCT-1/IL-6/IL-6R/CXCL7/PD-L1 nexus could be a new medical opportunity that would benefit long-term cancer control and disease-free survival. Depletion of MCT-1 alone sufficiently downregulated inflammatory and proliferation pathways (Figure 2-3), which may prevent high risks of TNBC recurrence and metastasis (Figure 4). IL-6R immunotherapy plus MCT-1 knockdown effectively decreased the immunosuppressive TME, better supporting the prevention of primary and secondary tumor spreading than monotherapy (Figure 4). Although TNBC surgery faces challenges of recurrence and metastasis due to postoperative systemic inflammation (Figure 5A), silencing MCT-1 or immunotherapeutic IL-6R proficiently inhibited these side effects (Figure 4C, 5N), while anti-PD-L1 mainly prevented local relapse (Figure 5I). Anti-IL-6R can also improve anti-PD-L1 efficacy, presumably, by lowering plasma IL-6 levels (Figure 5A) secreted by many cell types in TME during TNBC progression and decreasing Treg accumulation in metastatic lungs (Figure 5H). Blocking IL-6/IL-6R pathway in TNBCs may help overcome the immune evasion of anti-PD-1/PD-L1 immunotherapy, which lacks PD-L1 or resists PD-1/PD-L1 blockades. We demonstrated that using anti-IL-6R alone or sequential immunotherapy of PD-L1 and IL-6R profoundly abolished TNBC violence and reprogrammed the plasticity of immune cells (Figure 5J-N, P). Consistently, combined immunotherapy against IL-6R and PD-L1 counteracted TNBC stemness (Figure S5A-E) that led to suppressing the polarity and invasiveness of M2 macrophages (Figure S6D-G)* in vitro*, probably stopping BCSCs escape from immune surveillance. Our pre-clinical models did not allow comprehensive dissection of which cell types in TME respond to IL-6R blockade over the course of combined immunotherapy. Future studies with lineage-specific deletion of IL-6R are needed to investigate the efficacy and the mechanisms underlying this combination.

A key finding of this study was that sequential immunotherapy (anti-PD-L1 → anti-IL-6R) showed a very potent anti-recurrence effect in shMCT-1 (Figure 5J-L). Despite improved survival and lower metastasis rate (Figure 5J, L, P), we did not identify any changes in local recurrence in scramble mice following anti-PD-L1 → anti-IL-6R (Figure 5J). This suggests critical clinical implication that anti-PD-L1 → anti-IL-6R is likely more effective in TNBC patients with MCT-1^low^ rather than those with MCT-1^high^. Reflecting to our earlier work 33, anti-PD-L1 → anti-IL-6R would benefit approximately 29.3% of TNBC patients who were classified as MCT-1^low^. Anti-PD-L1 → anti-IL-6R could also offer meaningful improvement in 29.6% and 32.4% MCT-1^low^ TNBC patients with invasive (IDC) stage and lymphatic metastasis (N1-N3), respectively (Figure 1J). Herein, although TNBC patients with MCT-1^low^ have relatively low prevalence, this study underscores a new perspective that anti-PD-L1 → anti-IL-6R can be favorable for early stage TNBC, which is often attributed with smaller tumors (Figure 5K) and lymph node involvement (Figure 1J) as evidenced by MCT-1 depletion.

It is important to note that the superiority of sequential (anti-PD-L1 → anti-IL-6R) (Figure 5J) over the synchronous immunotherapy (anti-IL-6R + anti-PD-L1) (Figure 5I) in TNBC was not conclusive because it was not powered for efficacy comparisons between arms. Better therapeutic outcomes observed from sequential immunotherapy could also be stemmed from two factors: (1) increased dosing regimens and (2) different route of administration. Because anti-PD-L1 has comparable pharmacokinetics across low and high dosing regimens 71 while anti-IL-6R has dose-proportional pharmacokinetics 72, it raises the possibility that anti-IL-6R dose is a determinant factor for clinical benefits for TNBC immunotherapy. Dosing regimens of anti-IL-6R can thus be leveraged to improve therapeutic outcomes when used in combination with anti-PD-L1. Moreover, local administration that mitigated the toxicity of mAbs can also contribute to the outcomes of combined immunotherapy. For instance, synchronous immunotherapy of anti-PD-L1 and anti-IL-6R via i.p. has been reported to reduce pancreatic tumor progression and improve survival in mice without apparent signs of toxicity 18. In contrast, sequential immunotherapy of atezolizumab and tocilizumab via i.v. infusion can lead to adverse events such as elevated aspartate aminotransferase, resulting in insignificant extension of survival of metastatic urothelial carcinoma patients as compared with atezolizumab monotherapy 73. Further research is warranted to determine best regimens for treating TNBC with combined IL-6R and PD-L1 immunotherapies.

CXCL7 elevation predicts relapse and poorer clinical outcome of invasive colorectal cancer 74. CXCL7 induces VEGF-C and VEGF-D in breast cancer cells 75, which mediate angiogenesis and lymphangiogenesis in the primary tumor to provide routes facilitating tumor dissemination. CXCL7 promotes the metastatic potential of TNBC 16, lung cancer 76 and cholangiocarcinoma 77. Targeting the CXCL7/CXCR2 pathway with a CXCR2 antagonist (SB265610) has been reported to decrease lung metastasis prevalence and reinforce CD8(+) CTLs in the spontaneous mammary tumors of MMTV-PyMT mice in chronic circadian disruption 78. CXCL7-based immunotherapy has been found to prevent TNBC progression and metastasis in mice 16. shMCT-1 reduced CXCL7/CXCR2 (Figure 6B, Figure S7A), implying how shMCT-1 stopped TNBC invasion to the lungs and lymph nodes (Figure 4H-J). Inhibition of IL-6R, PD-L1 or EGFR resulted in CXCL7 decline (Figure 6E, 6K-M), and shCXCL7 decreased MCT-1, IL-6/IL-6R, p-EGFR and PD-L1 (Figure 6J), which may potentiate therapeutic efficacy against tumor spreading via lymphatic circulation. EGFR antagonists combined with immunotherapeutic IL-6/IL-6R, PD-L1 or CXCL7/CXCR2 blockade may advance TNBC treatment. In agreement with this notion, the previous study has reported that inhibition of the PD-1/PD-L1 axis increases CD8(+) CTLs and inhibits rhabdomyosarcoma in CXCR2-deficient mice 79.

IL-6 and CXCL7 also facilitate the interplay between MSCs and BCSCs 62. BCSCs secrete IL-6, which induces MSCs to produce CXCL7, increasing BCSCs and metastaticity. Moreover, IL-1β induces CXCL7, which accelerates clear cell renal cell carcinoma growth in mice, is inhibited by anti-CXCL7 Abs 80. Our results also prove that IL-6/IL-6R crosstalk with CXCL7 was observed in TNBC cells (Figure 6C-D, 6G-K), and their enrichments are independent of prognostic factors in patients with TNBC (Figure 7L-M).

We reported that MCT-1 activates EGFR/AKT signaling and decreases tumor suppressors such as PTEN, p53 and miR-34a in cancer cells 29, 30, 33. Notch-1 mediates PTEN inhibition, which results in ERK1/2 activation, HER2(+) breast cancer cell proliferation and BCSC survival 81. Similarly, upregulation of miR-34 inhibits breast tumor progression and metastasis 82. Both PTEN and miR-34a functionally suppress PD-L1 83, 84, whereas the AKT-mTOR pathway promotes PD-L1 65. PTEN also suppresses NF-κB-induced cytokines and growth factors 85, which affect accumulation of macrophages, neutrophils and Tregs in tumors. The p53 status shapes the tumor immune landscape 86. Normal p53 induces miR-34a that targets the 3' untranslated region of PD-L1 87, whereas mutant p53 in human lung cancer enriches *PD-L1* 88, 89. Therefore, through deregulation of oncogenic kinases and tumor suppressors, MCT-1 can promote PD-L1 to supersede immune checkpoint control.

## Conclusion

We found that systematically and sequentially target the MCT-1/IL-6/IL-6R/CXCL7/PD-L1 axis by immunotherapies and antagonists can fight against TNBC heterogeneity, immunity and aggressiveness, which will have therapeutic benefits to improve patient survival.

## Methods

### RNA sequencing analysis

Total mRNA samples were isolated by a RNeasy Mini Kit (Qiagen, Germantown, MD) and quantified using the Qubit assay (Thermo Fisher Scientific, Waltham, MA). RNA quality control was performed using the Fragment analyzer. A Universal Plus mRNA-Seq kit (NuGEN/Tecan, Redwood City, CA) was used to generate RNA-Seq libraries derived from poly(A)-selected RNA according to the manufacturer's instructions. Universal Plus mRNA-Seq libraries contain dual (i7 and i5) 8 bp barcodes and an 8 bp unique molecular identifier (UMI), which enable deep multiplexing of NGS sequencing samples and accurate quantification of PCR duplication levels. The AnyDeplete workflow was used to remove unwanted ribosomal and globin transcripts before PCR enrichment. All library preparations were performed using the Biomek i7 laboratory automation system (Beckman Coulter, Mannedorf, Switzerland).

Pooled libraries were sequenced on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA) by using a paired-end 100 base pair run configuration. Raw FASTQ files were trimmed using cutadapt (v1.18) 90, and the trimmed reads shorter than 20 base pairs were removed. FastQC (v0.11.8) was used to generate prealignment QC metrics 91. STAR (v2.7.0d) was used to index and align reads to release 19 of the gencode mm10 genome and gene annotation 92. 

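The number of genes kept depends on how the low-expression filter is read. In the deposited counts, 27660 genes had a count above 0 in at least 1 library. More than 1 CPM was reached by 12704 genes in at least 2 libraries, by 11238 genes in at least 7 libraries and by 10981 genes in all 8 libraries. The first of these counts is the set of genes tested here.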

Filtering of low-expressed genes and normalization were performed using RSEM gene counts, defined as having 1 or fewer counts per million in at least two samples. To generate normalized sample-level data, filtered gene counts were TMM normalized using edgeR, followed by conversion to log counts per million with edgeR::cpm 93. DEGs analyzed by edgeR were genes with adjusted *p*-value < 0.05 identified by Fisher's exact test. Normalized and processed data alongside pairwise DEGs are provided in Table S3. These processing steps followed the MoTrPAC Consortium pipeline for RNA Sequencing 94. Gene Ontology (GO) functional annotations of overlapping transcripts among pairwise DEGs (Table S4) was performed using the Protein Analysis Through Evolutionary Relationships (PANTHER) system 95.

### Microarray and GSEA

Total mRNA samples were isolated from the 4T1 cells using the RNeasy Mini Kit (Qiagen, Germantown, MD), reversely transcribed by the GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific, Waltham, MA) and assessed with the Clariom D Array, mouse (Thermo Fisher Scientific). DEGs and hierarchical clustering were analyzed using Partek Genomic Suite 7.0 (Partek Incorporated, St. Louis, MO). DEGs were genes with fold change at least 1.2 and *p*-value < 0.05 calculated by ANOVA (Table S1).

For GSEA, normalized and processed transcripts of shMCT-1 vs. scramble (Figure 2B) and shMCT-1 vs. scramble (anti-IL6R vs. IgG2b, κ) (Figure 3C-E) were used as the input in GSEA 4.1 96. Gene set permutation was performed for evaluating the statistical significance of the enrichment score. Hallmark (H) gene sets in the Molecular Signatures Database (MSigDB) Human collections curated by GSEA was studied. Core genes (Table S2, S5) that contributed to the gene set's enrichment score were identified from the leading-edge subsets. Chord diagram visualizing connection between selected GSEA pathways and the log2 fold change of the core genes was generated using SRplot 97.

### Tumor progression, metastasis and recurrence

Six-week-old female BALB/c mice were obtained from the National Laboratory Animal Center (Taipei, Taiwan) and approved by the Animal Use Protocol (NHRI-IACUC-108026-A). 4T1 cells (1x10^3^ ~ 5x10^4^) bearing a pcDNA3.1-luciferase reporter were implanted in the 4th mammary fat pad. Tumor intensity was monitored after intraperitoneal (i.p.) injection of luciferin (150 mg/kg) (PerkinElmer, Waltham, MA) and detected with a Xenogen IVIS 200 bioluminescence system (Caliper Life Sciences, Hopkinton, MA). Tumor volumes were measured as previously described 33. Metastatic TDLNs were defined macroscopically as axillary LNs with enlargement ≥ 10 mm in diameter and collected when the mice were moribund as per protocol's specification. Axillary LNs serve as surrogate of TDLNs lymphangiogenesis because inguinal LNs within 4th mammary fat pad (tumor implantation site) drain to the axilla.

To evaluate postsurgical therapeutics, 4T1 cells (1x10^4^) were orthotopically injected. When the tumor volumes reached approximately 150-200 mm^3^ (weeks 3 ~ 4), the primary tumors were surgically removed and confirmed with the IVIS system. Subsequently, the mice were i.v. injected with an anti-mouse PD-L1 Ab (2.5 mg/kg) (clone 10F.9G2) (Bio X Cell, West Lebanon, NH) and anti-mouse IL-6R Ab (2.5 mg/kg) (clone 15A7) (Bio X Cell) alone or in combination, semiweekly for 3 weeks.

To study sequential immunotherapy, the primary 4T1 tumors were resected earlier (week 2) and then intraperitoneally (i.p.) injected with anti-mouse PD-L1 (10 mg/kg) (Bio X Cell) semiweekly for 2 weeks followed by anti-mouse IL-6R (10 mg/kg) (Bio X Cell) immunotherapy for another 2 weeks. The control group was treated with IgG2b, κ (clone LTF-2) (10 mg/kg) (Bio X Cell). At week 7, tumors were collected for further analysis. Tumor relapse, metastasis and mortality were determined. Tumor, spleen, and metastatic lung tissues were collected for immunohistochemistry (the detailed protocols are provided in Supplementary Methods), immunophenotyping using flow cytometry (the detailed protocols are provided in Supplementary Methods) and quantitative RT-PCR (the primer list is provided in the supplementary methods.

### Clinical study

Proportion of TNBC patients with protein expression levels of MCT-1 (Figure 1J) was based upon our previous work generated by staining human breast tissue arrays containing TNBC cases (BR1503c, BR953 and BRN801a from US Biomax, Rockville, MD; BRC964 from Pantomics, Richmond, CA) and normal breast tissue (Hbre-Duc052Bch-01, SOBC, Shanghai, China) with MCT-1 Abs (1:200, GTX117793, GeneTex, Irvine, CA) 33. Following histological quantification, the relative intensity of MCT-1 was classified into absent (-) and minor (1 +) as the cohort with low MCT-1 and distinct (+ 2) and strong (+ 3) as high MCT-1 cohort.

The indicated gene expression levels (Figure 7A) were quantified using TissueScan Breast Cancer Tissue cDNA Arrays I (BRCT101), III (BRCT103) and IV (BRCT104) (OriGene Technologies, Inc., Rockville, MD). This cDNA arrays cover samples from normal breast tissue (7.6%), primary breast tumor (88.9%), and recurrent breast tumor (3.5%) with various stage groups, TNM stages and molecular subtypes. Neoadjuvant therapy-related information was not available. Relative mRNA levels were calculated as follows: ΔΔCT = ΔCt cancer - ΔCt normal tissue. The fold change in the expression of each gene was calculated using the 2^-ΔΔCT^ method. For cDNA arrays, patient cohorts were stratified into high (≥ 1.5-fold) and low (< 1.5-fold) expression groups based on the median level of indicated gene in normal breast tissue. Clinical attributes pertaining to the tissue and cDNA arrays were provided by the manufacturers.

The Oncomine and cBioPortal databases 69, 70 were used to assess the clinical correlations of indicated gene expression levels in breast normal tissues versus (vs.) cancers (Figure 7D-H). Kaplan-Meier Plotter 98, a web-tool with pooled transcriptome analysis of multiple GEO datasets generated using the GEO platforms GPL96, GPL570, and GPL571 which share the same probe sets, was used to analyze the gene expression levels linked to the probability of OS, RFS or PPS in breast cancer patients (Figure 7I-O). For survival analysis generated by Kaplan-Meier Plotter, patients were divided into two cohorts with high and low mean expression of the selected genes as per the best available cut-off values from the lower quartile to the upper quartile of gene expression 99. The indicated survival data were exported to GraphPad Prism software version 10.1.2 (GraphPad, San Diego, CA) for statistical analysis and visualization. TIMER 2.0 100 estimated the correlation of MCTS1 with M2 macrophage or with Tregs infiltration in The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) samples using CIBERSORT-ABS algorithm. Expression levels are indicated as log2 transcripts per million (TPM).

### Statistical analysis

One-way or two-way ANOVA and a two-tailed unpaired Student's *t-*test were used to calculate the statistical significance of pairwise comparisons. Univariate and multivariate Cox regression analyses and log-rank (Mantel-Cox) test were used to analyze the hazard ratio (95% confidence interval) and the statistical significance associated with the indicated genes and clinical attributes. Chi-squared (χ^2^) and two-sided Fisher's exact tests examined the proportion of breast cancer and TNBC patients with the indicated genes/protein compared with normal breast tissue respectively. Pearson's or Spearman's correlation coefficient was used to measure the association between two genes or statistical relevance in the breast cancer cDNA arrays and Oncomine database 69 following the normality test. Spearman's correlation (rho) was used to measure the correlation of MCT-1 and the infiltration of immune cells generated by TIMER2.0 100.

## Supplementary Material

Supplementary methods, figures and tables.

## Figures and Tables

**Figure 1:**
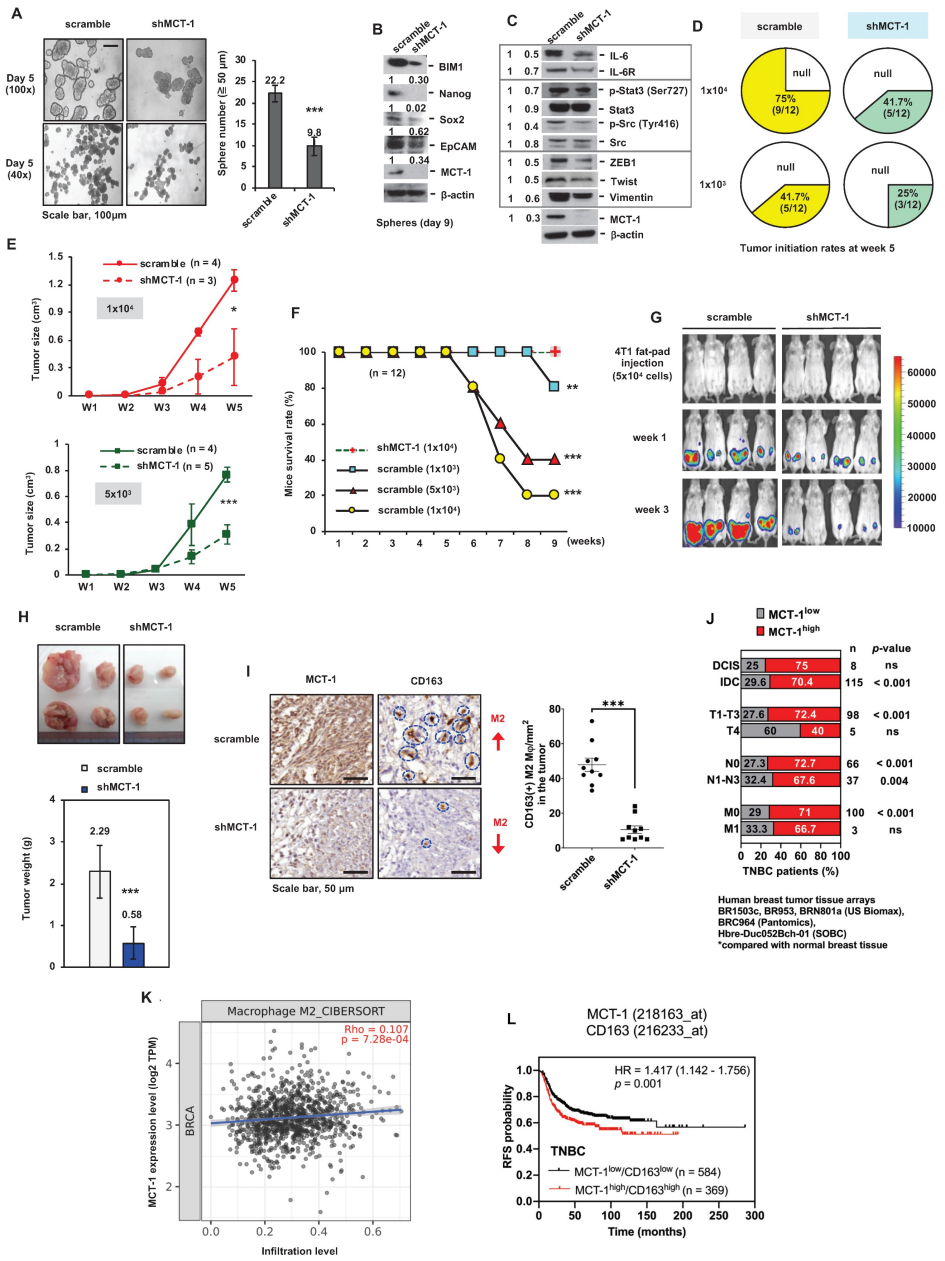
** MCT-1 knockdown prevents TNBC growth and M2 macrophage infusion.** TNBC 4T1 cell mammosphere formation (Day 5) (≥ 50 μm) was compared between the unsilenced (scramble) and the MCT-1 silencing (shMCT-1) groups (n = 25) (A). Scale bars, 100 μm. Stemness markers in day-9 mammospheres (B) and the indicated protein levels (C) were detected. Mammary tumor incidences were monitored over 5 weeks after orthotopically implanting 4T1 cells (1x10^3^, 1x10^4^) into BALB/c mice (n = 12). Nontumorigenic (null) (D). After injecting 4T1 cells (1x10^4^, 5x10^3^) into mice, breast tumor volume changes for 5 weeks (n = 3 ~ 5) (E) and survival rates for 9 weeks (n = 12) (F) were checked. IVIS detected mammary tumorigenesis (G) and tumor weights (H) were measured in 4T1 cell (5x10^4^)-bearing mice (n = 4) in week 4. Intratumoral CD163(+) M2 macrophages (indicated by circles) were measured in randomly selected fields (n = 10) for each group (n = 3) (I). Scale bars, 50 μm. Proportion (%) of TNBC patients with low (MCT-1^low^) and high MCT-1 (MCT-1^high^) protein was stratified by breast cancer types (ductal carcinoma in situ (DCIS) and invasive ductal carcinoma (IDC)), tumor size (T1-T4), lymphatic (N0-N3) and distant metastasis stages (M0-M1) (J). Significance was defined by comparing the cohorts with normal breast tissue assembled in BR1503c, BR953, BRN801a (US Biomax), BRC964 (Pantomics) and Hbre-Duc052Bch-01 (SOBC) human tissue arrays. TIMER 2.0 and the CIBERSORT-ABS algorithm were used to evaluate the correlation of MCTS1 (MCT-1) expression in the TCGA-BRCA cohort with the infiltration of M2 macrophages. Log2 transcripts per million (TPM) indicate expression levels (K). The Kaplan‒Meier plotter breast cancer database was used to analyze RFS associated with MCT-1/CD163 expression patterns in TNBC patients (L). All values are indicated by mean values. Error bars reflect the standard error of the mean (SEM). Statistical significance was determined by a two-tailed unpaired Student's *t* test (A, E, H, I), two-sided Fisher's exact test (J), Spearman's (⍴) correlation analysis (K) and multivariate Cox regression analysis coupled with log-rank test (L). ns: not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 2:**
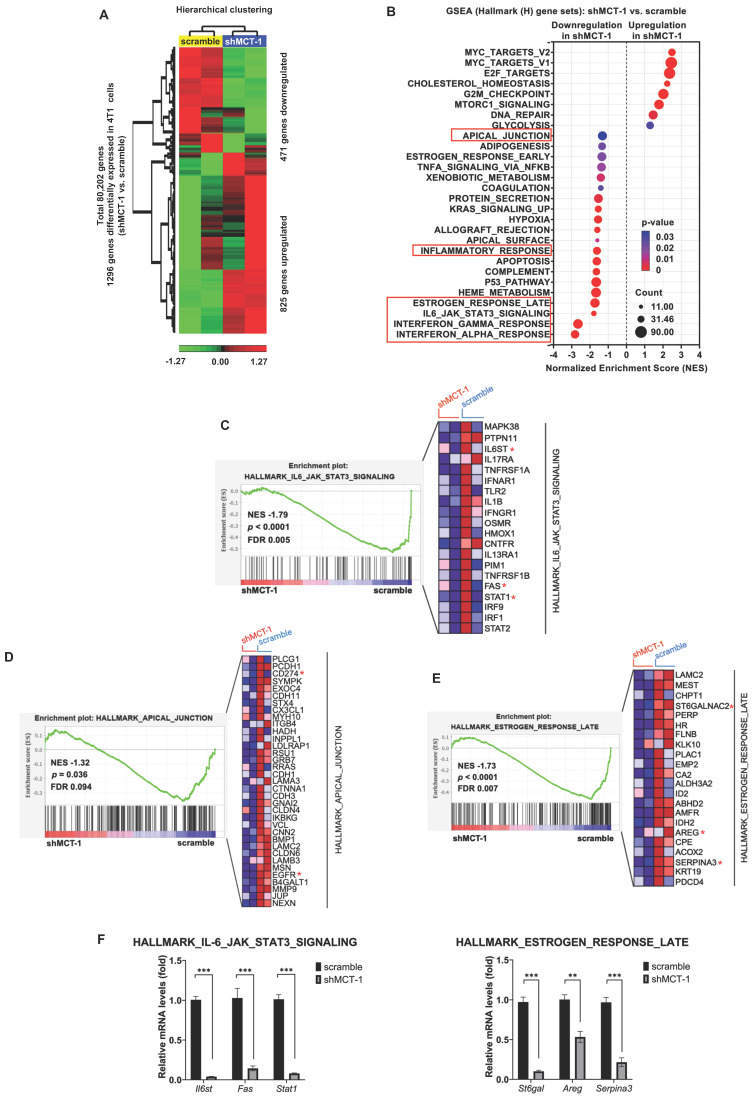
** The inflammatory-associated pathways are suppressed by shMCT-1 treatment.** (A) Hierarchical clustering of DEGs from two biologically independent samples of 4T1 cells (red, upregulated; green, downregulated). Data statistics were based on an ANOVA test with a fold change ≥ 1.2 or < -1.2 (*p* < 0.05). (B) The bubble plot showed GSEA using Hallmark (H) gene sets that elucidated all significantly altered pathways in shMCT-1 vs. scramble. Normalized enrichment score (NES). False discovery rate (FDR) < 25%. Bubble size is proportional to the number (count) of core genes within the pathway as identified by the leading-edge subsets. Color intensity represents statistical significance. (C) Enrichment plot (left) of the Hallmark IL-6/JAK/STAT3 signaling in shMCT-1 vs. scramble. The expression of all core genes suppressed by shMCT-1 in the IL-6/JAK/STAT3 signaling identified from the leading-edge gene list from GSEA was plotted in a heatmap (right) (red, upregulation; blue, downregulation; color intensity indicates the strength of regulation). (D-E) Enrichment plots (left) and heatmaps (right) of representative core genes within the Hallmark apical junction complex (D) and late response of estrogen (E) from GSEA. (F) The 4T1 tumors (n = 5) were used to validate representative core genes within the IL-6/JAK/STAT3 signaling (*Il6st*, *Fas* and *Stat1*) (marked with a red asterisk (*)) and late response of estrogen (*St6gal*, *Areg* and *Serpina3*). The relative mRNA levels were normalized to β-actin and then compared with that in the scramble cells. Statistical significance was determined by gene set-based permutation test (B-E) and two-tailed unpaired Student's *t* test (F). ***p < 0.001.

**Figure 3:**
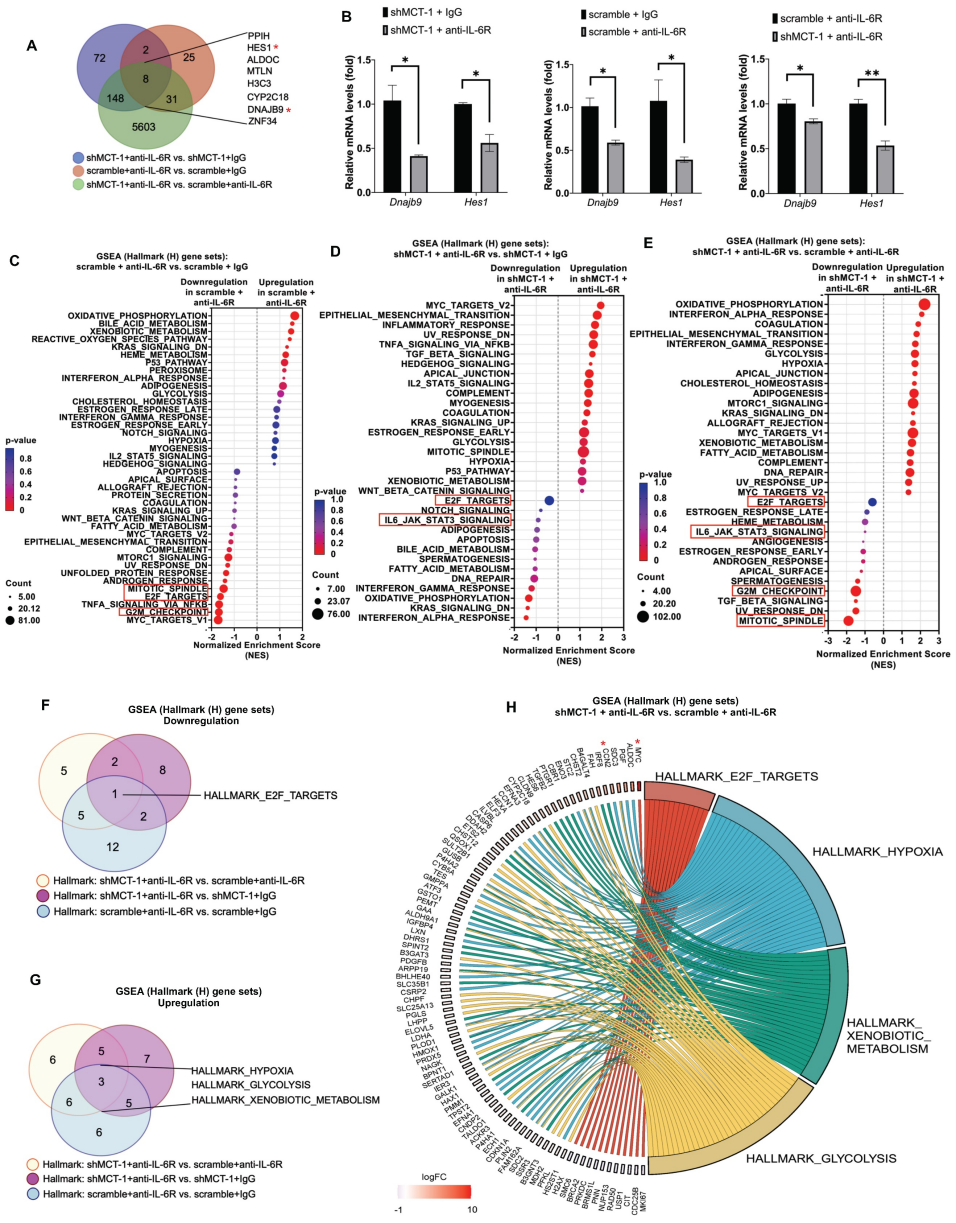
** shMCT-1 and anti-IL-6R immunotherapy mutually hinder proliferation pathways.** (A) Venn diagram represented unique DEGs among anti-mouse IL-6R Ab- (anti-IL-6R-) or IgG2b, κ-(IgG-) treated shMCT-1 (shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG, blue), anti-IL-6R- vs. IgG-treated scramble (scramble + anti-IL-6R vs. scramble + IgG, red) and shMCT-1 vs. scramble within anti-IL-6R treatment (shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R, green). List of overlapped genes was shown. DEGs were identified by EdgeR and analyzed by Fisher's exact test with a *p-*value < 0.05. Genes marked with red asterisk denote representatives for validation experiment. (B) Quantitative RT-PCR analysis of representative common targets, *Dnajb9* and *Hes1*, in anti-IL-6R- or IgG-treated 4T1 shMCT-1 and scramble cells (n = 4). The relative mRNA levels were normalized to β-actin. Statistical significance was determined by a two-tailed unpaired Student's *t* test and corrected with the Holm-Sidak test. (C-E) The bubble plot showed GSEA using Hallmark (H) gene sets that elucidated all altered pathways in scramble + anti-IL-6R vs. scramble + IgG (C), shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG (D) and shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R (E). (F-G) Venn diagrams showing common downregulated (F) and upregulated (G) pathways among shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R (light yellow), shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG (magenta) and scramble + anti-IL-6R vs. scramble + IgG (light blue) analyzed by GSEA. Gene set name was shown. (H) Shared pathways (right) between shMCT-1 and anti-IL-6R alongside with their core genes with log2 fold change (Log2FC) ≥ 0.6 or < -0.6 (left) were depicted by chord plot. Fold change and gene membership were based on shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R (red, upregulation; blue, downregulation; color intensity indicates the strength of regulation). Right-to-left connections indicated associated core genes in the given pathway as shown by the leading-edge subsets. *p < 0.05, **p < 0.01.

**Figure 4:**
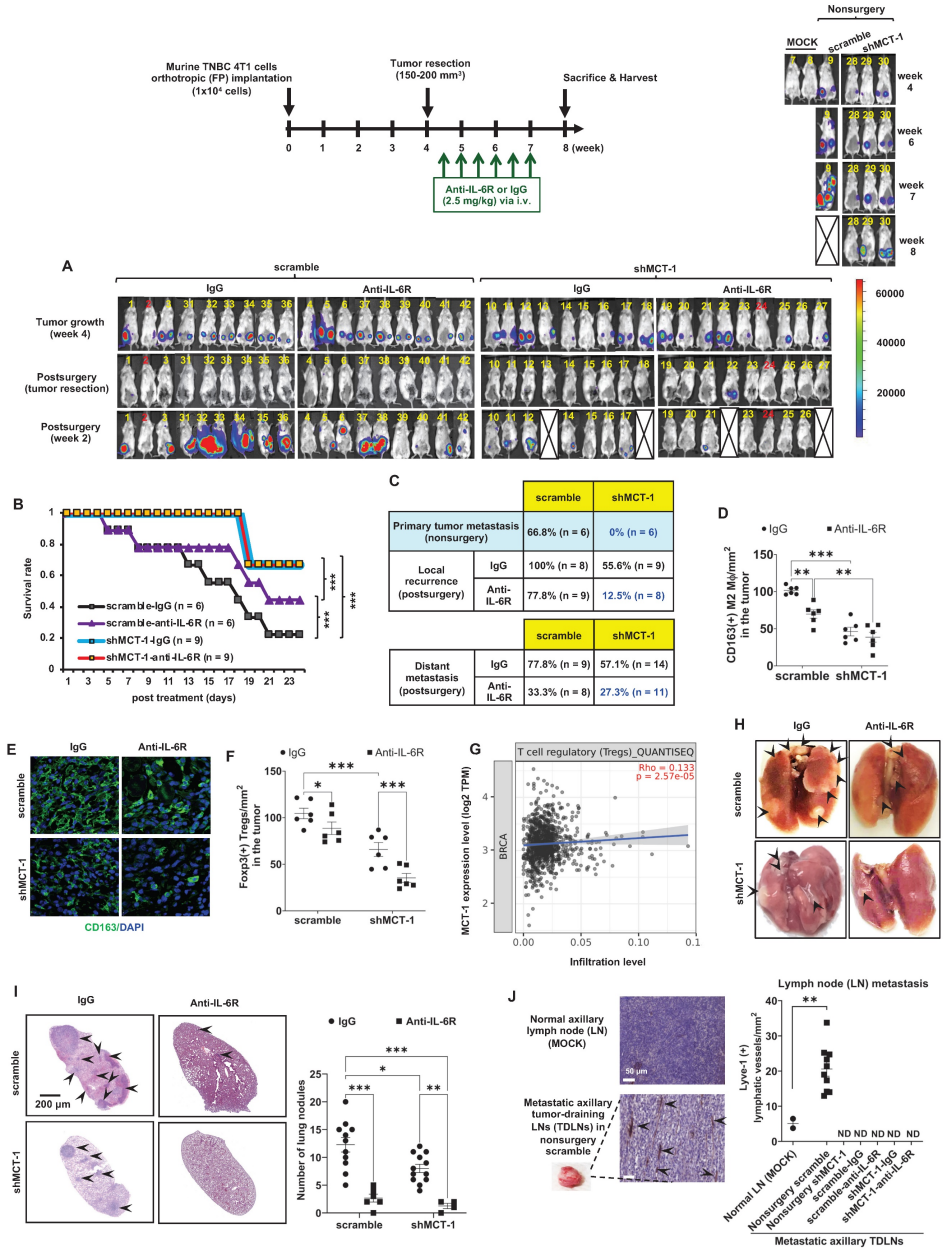
** shMCT-1 enhances IL-6R-based immunotherapy against TNBC recurrence and metastasis.** (A) The 4T1 cells (1x10^4^) were orthotopically implanted into BALB/c mice. The resulting breast tumors were resected at week 4, and after 3 days, the mice were i.v. injected semiweekly with an anti-mouse IL-6R Ab (anti-IL-6R) or IgG2b, κ (IgG) for 3 weeks. The presented IVIS images indicate the tumor bioluminescence intensity at week 4, after tumorectomy (postsurgery) and the indicated immunotherapy for 2 weeks. MOCK indicated control (nonsurgery) mice (# 7 and # 8). Two xenograft mice (# 2 and # 24) never developed tumors even after the endpoint, probably due to strong immunosurveillance, and were excluded from the results (denoted by numbers in red). At week 4, tumors in shMCT-1 mice (# 15 and # 26) were palpable but small thus presented with no signal in the IVIS and still underwent tumorectomy. 4T1 xenografted nonsurgery (#9) and tumorectomy mice (# 13, # 18, # 22 and # 27) were dead at week 8 and week 2 postsurgery, respectively (denoted by crossed boxes), likely due to tumor aggressiveness or systemic inflammation in response to surgery and/or immunotherapy. The color bar indicated bioluminescence intensity. High bioluminescence intensity appeared as red, low intensity appeared as blue or dark purple. (B) Tumor mortality was monitored for 24 days. (C) Tumor metastasis rates were examined in mice without primary tumor removal (nonsurgery) and postsurgical distant metastasis or local recurrence under IgG2b, κ or IL-6R immunotherapy. (D-E) The amounts of CD163(+) M2 macrophages were detected by immunohistochemistry (D) and immunofluorescence (green, M2 macrophages; blue, nuclei) (E) (n = 6) in recurrent breast tumors. (F) The amounts of Foxp3(+) Tregs in relapsed breast tumors after immunotherapy (n = 6) were examined by immunohistochemistry. (G) TIMER 2.0 estimated the correlation of MCTS1 with Treg infiltration in the TCGA-BRCA cohort using the CIBERSORT-ABS algorithms and indicated as log2 transcripts per million (TPM). (H-I) Representative lung metastatic tumors (H) and lung nodules (as indicated by the arrow) (I) occurred in mice postsurgery and after IgG2b, κ (IgG) or anti-IL-6R treatment. (J) L*ymphangiogenesis effects* in metastatic tumor-draining lymph nodes (TDLNs) found in axillar lymph nodes (LNs) of nonsurgery scramble mice and normal axillary LNs (MOCK) (n = 2 ~ 10) were evaluated by Lyve-1 i*mmunostaining*. Metastatic TDLNs for remaining groups could not be detected macroscopically (denoted by ND: not detected). The symbol represents an individual sample with a middle horizontal bar at the mean ± SEM (D, F, I, J). Statistical impacts were analyzed by the log-rank (Mantel‒Cox) test (B), two-way ANOVA with Tukey (D, I) and Benjamini, Krieger and Yekutieli (F) post hoc analysis and a two-tailed unpaired Student's *t* test (J). *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 5:**
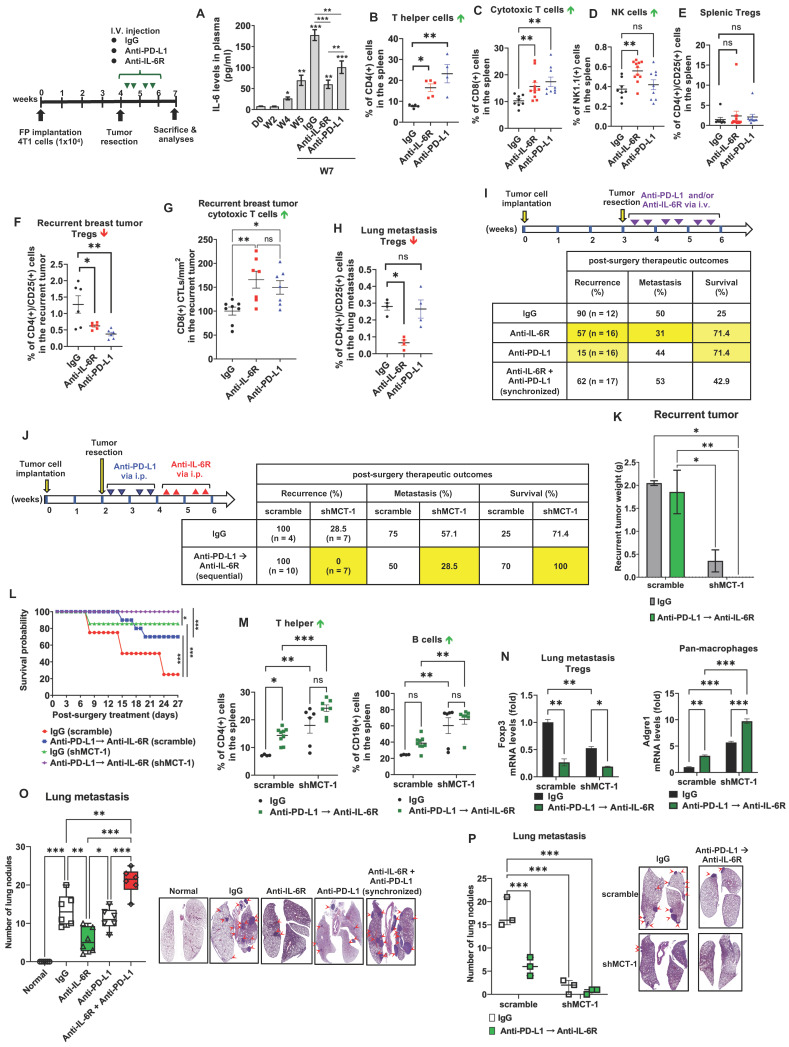
** Sequential immunotherapy of PD-L1 and IL-6R effectively inhibits TNBC aggressiveness with low MCT-1 expression.** 4T1 cells (1x10^4^) (scramble vs. shMCT-1) were orthotopically implanted into BALB/c mice. The resulting breast tumors were resected at week 4, and the mice were i.v. injected semiweekly with an anti-mouse IL-6R (n = 9), anti-mouse PD-L1 (n = 6) or IgG2b, κ (n = 5) Ab for another 2 weeks. Plasma IL-6 levels were analyzed during tumor progression and the indicated therapy using one-way ANOVA with the Newman‒Keuls test (A). At the endpoints (week 7), the splenic lymphocytes were analyzed for CD4(+) T helper cells (n = 4 ~ 5) (B), CD8(+) CTLs (n = 8 ~ 11) (C), NK cells (n = 8 ~ 11) (D) and CD4(+)/CD25(+) Tregs (n = 8 ~ 12) (E). Tregs (n = 6) (F) and CD8 CTLs (n = 7 ~ 8) (G) infiltration were measured in recurrent breast tumors. (H) Subsets of Tregs were examined in postsurgical lung metastasis (n = 4). All data were analyzed by one-way ANOVA with Dunnett's (B, D-F, H) or Sidak's test (G) except (C), which used the Kruskal‒Wallis test with Dunn's test. To examine postsurgical therapeutics, the primary breast tumors were resected (week 3). Subsequently, the mice were i.v. injected with IgG2b, anti-IL-6R, anti-PD-L1 Abs or synchronized immunotherapy (anti-IL-6R + anti-PD-L1) semiweekly for 3 weeks (n = 12 ~ 17) (I). Alternatively, the primary breast tumors were resected early (week 2) from the mice, and then IgG2b, κ treatment or sequential immunotherapy against PD-L1 and IL-6R (anti-PD-L1 → anti-IL-6R) was performed via i.p. injection for 2 weeks (J). Postsurgical and immunotherapeutic outcomes (I-J); tumor loads (K), two-way ANOVA with Tukey test; and survival rates (L), log-rank test were studied (n = 7). At the end point (week 7), splenic CD4(+) T helper and CD19(+) B cells were analyzed (M) using two-way ANOVA with the Tukey test. Adgre1 (F4/80 pan macrophages) and Foxp3 (Tregs) mRNA levels in lung metastatic breast tumors were measured (N), two-way ANOVA with Tukey test. Lung metastasis rates were evaluated in either monotherapy, synchronic (anti-IL-6R + anti-PD-L1) (n = 6) (O) or sequential (anti-PD-L1 → anti-IL-6R) (n = 3) (P) immunotherapy, one-way (O) and two-way (P) ANOVA followed by Tukey test. ns: not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 6:**
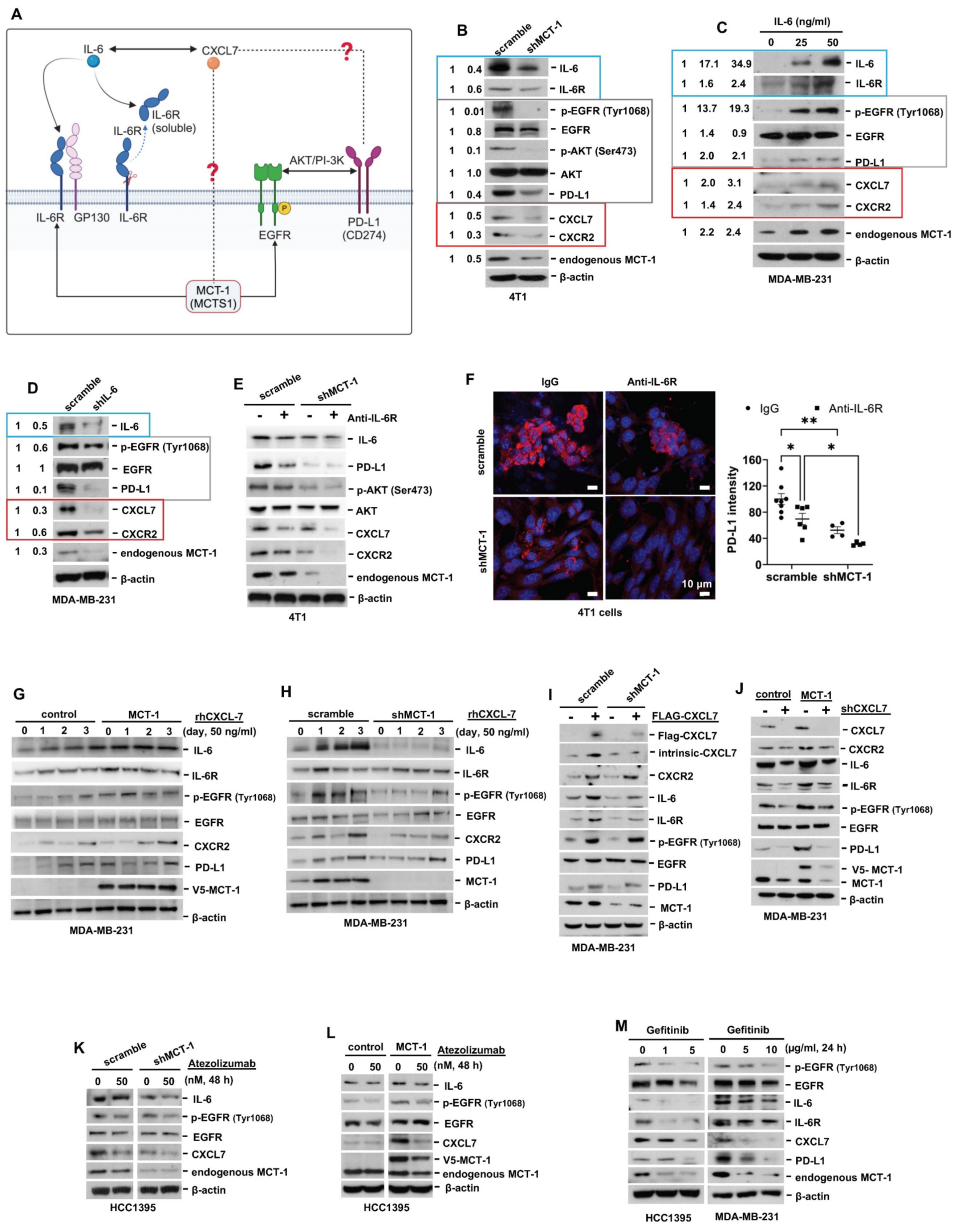
** Interconnections of MCT-1/IL-6/CXCL7/EGFR/PD-L1 signaling loops in TNBC cells.** (A) Schematic depicting working hypothesis with feedback loop connecting IL-6, CXCL7 and PD-L1 in the MCT-1 pathway. Schematic were created by BioRender. Composite shapes showing IL-6/IL-6R/gp130 were modified from “Tocilizumab Humanized Antibody Against IL-6R” template by BioRender. The indicated proteins were analyzed in 4T1 cells (scramble vs. shMCT-1) (B) and MDA-MB-231 (IV2-3) cells upon IL-6 stimulation (0 ~ 50 ng/ml) for 24 h (C) and IL-6 knockdown (scramble vs. shIL-6) (D). Cell lysates were immunoblotted with corresponding Abs. The relative protein level was normalized to the internal β-actin level and then compared with that in the scramble cells or IL-6 at 0 ng/ml (B-D). (E) The indicated proteins were analyzed in 4T1 cells without or with anti-mouse IL-6R (50 μg/ml) for 24 h. (F) Immunofluorescence of PD-L1 in 4T1 cells after IgG2b, κ (50 μg/ml) or anti-mouse IL-6R (50 μg/ml) for 24 h. Data are presented as the mean ± SEM (n = 4 ~ 7) and were analyzed by two-way ANOVA with the Tukey post hoc test. The indicated proteins were analyzed in MDA-MB-231 (IV2-3) cells with or without MCT-1 overexpression (V5-tagged) (control vs. MCT-1) (G) or depletion (H) under rhCXCL7 treatment (50 ng/ml) for 0 ~ 3 days. (I) FLAG-tagged CXCL7 and (J) CXCL7 silencing (shCXCL7) were introduced to MDA-MB-231 (IV2-3) cells and the indicated proteins were assayed. In HCC1395 cells with or without MCT-1 overexpression (K) or depletion (L), the indicated protein levels were examined upon atezolizumab (humanized anti-PD-L1) (50 nM) treatment for 48 h. (M) HCC1395 and MDA-MB-231 cells were exposed to different doses of gefitinib (IRESSA) (0 ~ 10 µg/ml) and immunoblotted. *p < 0.05, **p < 0.01.

**Figure 7:**
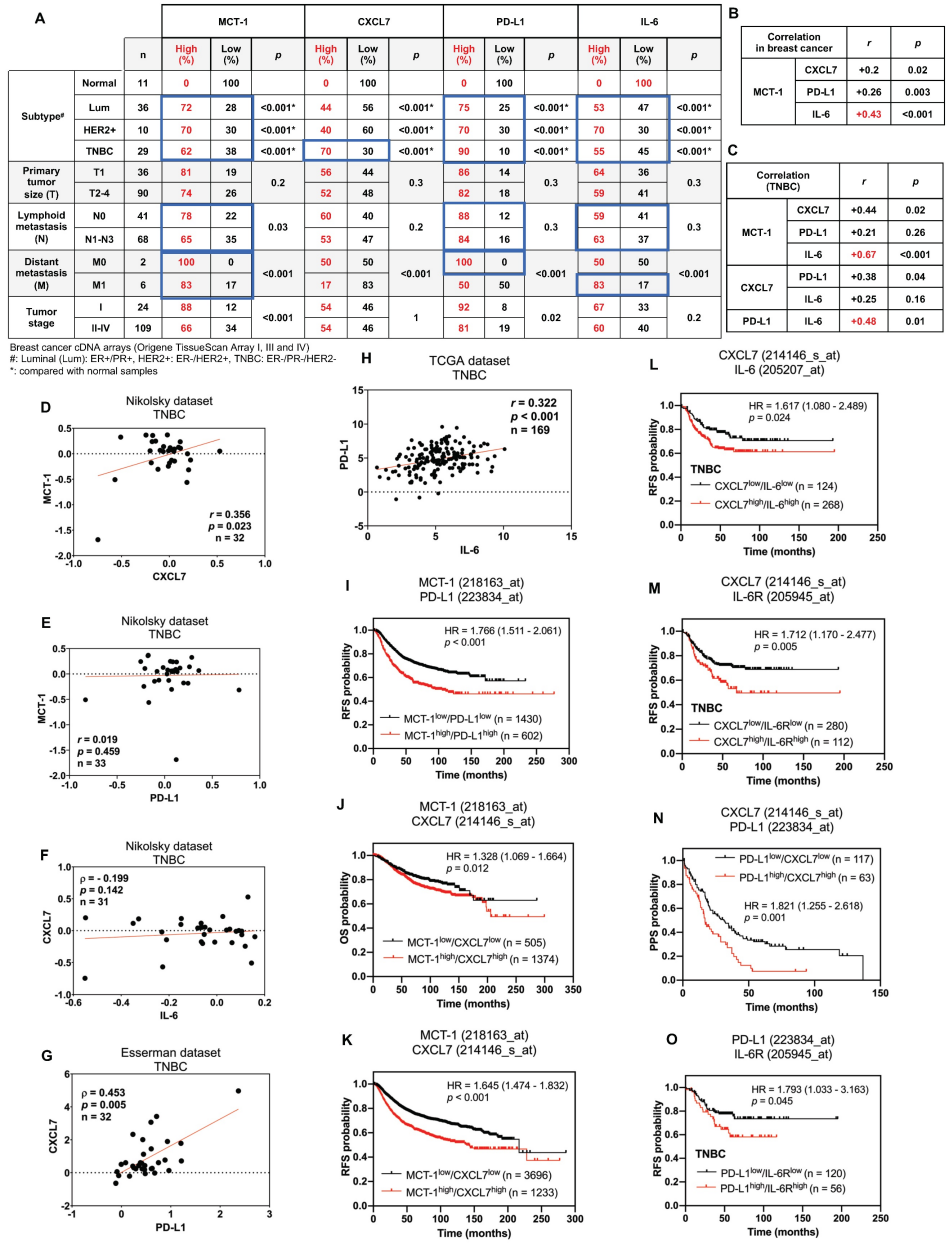
** Enrichments of MCT-1, IL-6/IL-6R, CXCL7 and PD-L1 predict poor prognosis in breast cancer patients.** The relative MCT-1, CXCL7, PD-L1 and IL-6 mRNA levels were quantified by qRT‒PCR using Origene TissueScan cDNA Arrays (I, III and IV) after normalization to β-actin mRNA levels. High expression represents a ≥ 1.5-fold change, while low expression represents a < 1.5-fold difference in breast cancer samples (n = 133) when compared with the average level of the indicated gene in normal breast samples (n = 11). The results were stratified by molecular subtype, TNM classification and tumor stage. The chi-squared test indicates a statistical significance between pairwise comparisons (A). The *r* coefficient indicates the association between two genes in total breast cancers (n = 133) (B) and in TNBCs (n = 29) (C). The Oncomine (D-G) or cBioPortal (H) database was used to assess the clinical relations of MCT-1 vs. CXCL7 (D), MCT-1 vs. PD-L1 (E), CXCL7 vs. IL-6 (F), CXCL7 vs. PD-L1 (G) and PD-L1 vs. IL-6 (H) in TNBC patients. Pearson's (*r*) or Spearman's (⍴) correlation indicates the strength of connection between two genes (B-H). Regression line was shown in red solid line. mRNA expression is reported as fold change (D-G) or RSEM (batch normalized from Illumina HiSeq_RNASeqV2) (log2) (H). Kaplan‒Meier Plotter was used to assess the correlation of patient survival with gene expression, and the hazard ratio (HR) (95% confidence interval) and *p*-value were calculated by univariate (I-K, N) or multivariate (L, M, O) Cox regression analysis. The probabilities of RFS (I, K-M, O), OS (J) and PPS (N) linked to MCT-1/PD-L1 (I), MCT-1/CXCL7 (J, K), CXCL7/IL-6 (L), CXCL7/IL-6R (M), PD-L1/CXCL7 (N) and PD-L1/IL-6R (O) expression patterns were analyzed. Probe IDs of corresponding genes were indicated on the top of the survival plot.

## Abbreviations

Arg-1: arginase-1
BCSCs: breast cancer stem cells
CXCL7: chemokine (C-X-C motif) ligand 7
CXCR2: C-X-C chemokine receptor 2
CTLs: cytotoxic T cells
DEGs: differentially expressed genes
EGFR: epidermal growth factor receptor
EMT: epithelial-to-mesenchymal transition
FLAG-CXCL7: FLAG-tagged CXCL7
GSEA: gene get enrichment analysis
HER2: human epidermal growth factor receptor 2
IFNα: interferon-alpha
IFNγ: interferon-gamma
IL-6: interleukin-6
IL-6R: IL-6 receptor
IL8RB: interleukin-8 receptor beta
i.p.: intraperitoneal
i.v.: intravenous
IVIS: *in vivo* imaging system
LPS: lipopolysaccharide
LN-POS: lymph node metastasis
MSCs: mesenchymal stem cells
MCT-1: multiple copies in T-cell malignancy 1
NK: natural killer
OS: overall survival
PMA: phorbol 12-myristate 13-acetate
PPS: post progression survival
PD-1: programmed cell death protein-1
PD-L1: programmed cell death-1-ligand-1
PR: progesterone receptor
rhCXCL7: recombinant human CXCL7
RFS: recurrence-free survival
Tregs: regulatory T cells
shCXCL7: silencing CXCL7
shIL-6: silencing IL-6
shMCT-1: silencing MCT-1
TNBCs: triple-negative breast cancers
TAMs: tumor-associated macrophages
TILs: tumor-infiltrating lymphocytes
TME: tumor microenvironment
V5-MCT-1: V5-tagged MCT-1
vs.: versus

# Supplementary material for: Immunotherapeutic IL-6R and targeting the MCT-1/IL-6/CXCL7/PD-L1 circuit prevent relapse and metastasis of triple-negative breast cancer
**Source:** Theranostics. 2024 Mar 3;14(5):2167–89. doi: 10.7150/thno.92922
**Supplement:** Supplementary file 1 — Supplementary methods, figures and tables.

# **Immunotherapeutic IL-6R and targeting the MCT-1/IL-6/CXCL7/PD-L1 circuit prevent relapse and metastasis of triple-negative breast cancer**

Aushia Tanzih Al Haq<sup>1§</sup>, Pao-Pao Yang<sup>1§</sup>, Christopher Jin<sup>2</sup>, Jou-Ho Shih<sup>2</sup>, Hong-Yu Tseng<sup>1</sup>,  
Li-Mei Chen<sup>1</sup>, Yen-An Chen<sup>1</sup>, Yueh-Shan Weng<sup>1</sup>, Lu-Hai Wang<sup>3</sup>, Michael P. Snyder<sup>2</sup>,  
Hsin-Ling Hsu<sup>1\*</sup>

## **Supplementary Materials**

The supplementary materials include:

### **Supplementary Tables** (as separate .xls files)

Table S1. DEGs of shMCT-1 vs. scramble

Table S2. GSEA MSigDB Hallmark (H) gene sets: shMCT-1 vs. scramble

Table S3. Annotated transcripts and pairwise DEGs of shMCT-1 vs. scramble (anti-IL-6R vs. IgG)

(A) Sample annotation, processed, and normalized data

(B) scramble + anti-IL-6R vs. scramble + IgG

(C) shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG

(D) shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R

Table S4. DEGs that overlapped between scramble + anti-IL-6R vs. scramble + IgG, shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG, shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R pairwise comparisons

Table S5. GSEA MSigDB Hallmark (H) gene sets: shMCT-1 vs. scramble (anti-IL-6R vs. IgG)

(A) scramble + anti-IL-6R vs. scramble + IgG

(B) shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG

(C) shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R

Table S6. Primer sequences for specific amplicons

### **Supplementary Figures** (as separate .PDF file)

Figure S1. shMCT-1 downregulates interferon and inflammatory responses.

Figure S2. Common targets between shMCT-1 and anti-IL-6R involve in biological regulation, cellular process and metabolic process.

Figure S3. shMCT-1 improves anti-IL-6R effect against intratumoral M2 macrophages and Tregs.

Figure S4. The gating strategy and immunohistochemistry analysis for defining splenic lymphocytes, Tregs and tumor-infiltrating CD8 T cells.

Figure S5. Cancer stemness properties changed by the indicated immunotherapy.

Figure S6. Immunotherapy of BCSCs inhibits M2 macrophage polarity and invasiveness.

Figure S7. MCT-1/CXCL7 promotes IL-6/EGFR/PD-L1 in TNBC cells.

Figure S8. ER and HER2 status determine the clinical correlation of MCT-1/IL-6/CXCL7/PD-L1 circuit.

### **Supplementary methods and references**

## Supplementary Methods

### Cell culture

TNBC cell lines (4T1, HCC1395 and MDA-MB-231 (IV2-3)) and murine M0 macrophage-like RAW264.7 cells were cultured in RPMI-1640 medium (Life Technologies, Grand Island, NY) supplemented with 10% fetal bovine serum (FBS) (Life Technologies), 100 units/ml penicillin (HyClone, South Logan, UT), 100 µg/ml streptomycin (HyClone) and 2 mM L-glutamine (HyClone). Cells were cultured in an incubator with 5% CO<sub>2</sub> at 37°C.

### Western blot analysis, antibodies (Abs) and reagents

Cell lysates were subjected to western blot analysis as previously described [1]. An anti-human IL-6R Ab (for Western blotting) was purchased from PeproTech (Rocky Hill, NJ). Abs against phospho-EGFR (Tyr1068), EGFR, phospho-Src (Tyr416), Src, phospho-Stat3 (Ser727), phospho-Stat3 (Tyr705), Stat3, IL-6, PD-L1, iNOS, AKT and phospho-AKT (Ser473) were obtained from Cell Signaling Technology, Inc. (Danvers, MA). Abs against ZEB1 and Twist1 were bought from Santa Cruz Biotechnology, Inc. (Dallas, Texas). Abs against endogenous MCT-1 (N1C3), BIM1, Nanog, SOX2, EpCAM and β-actin were acquired from GeneTex (Irvine, CA). Abs against IL-10, CXCL7 and CXCR2 were ordered from Elabscience (Houston, TX). Ab against CCN2 was purchased from ABclonal (Woburn, MA). Recombinant human CXCL7 (R&D Systems, Minneapolis, MN), IL-6 (PeproTech, Rocky Hill, NJ), anti-PD-L1 Ab (atezolizumab), gefitinib (IRESSA) (ACE Biolabs, Taoyuan, Taiwan), anti-mouse IL-6R Ab (Bio X Cell, Lebanon, NH).

### Plasmid construction and transfection

Full-length MCT-1 cDNA purified from normal breast epithelial cells (MCF-10A) was cloned into the pLXSN retroviral vector as described previously [2]. The viral supernatants were incubated with highly invasive MDA-MB-231 (IV2-3) and HCC1395 TNBC cells for 24 h, and the infected cells were then refed with fresh medium and cultured for another 24 h. Transfectants were selected with 400 µg/ml neomycin (G418) (Millipore, Darmstadt, Germany) for 2 weeks. Stable clones were confirmed by Western blot analysis by an anti-V5 Ab (Invitrogen, Carlsbad, CA) as described previously [3].

The pcDNA3.1 vector (Invitrogen) and pcDNA3.1-CXCL7-FLAG (GenScript, Piscataway, NJ) were further transfected into the MDA-MB-231 (IV2-3) cells with different levels of MCT-1 expression using Lipofectamine 3000 (Invitrogen), selected with neomycin G418 (200 µg/ml)-containing medium for 2 weeks and confirmed by anti-FLAG Ab (Sigma-Aldrich) immunoblotting.

### Cancer stemness

A single-cell suspension was cultured in a 6-well (4x10<sup>4</sup> cells/well) ultralow-attachment plate (Corning, Corning, NY) in serum-free Dulbecco's modified Eagle's medium/F12 (Life Technologies) supplemented with 1% L-glutamine (HyClone), 1% penicillin/streptomycin (HyClone), 2% B27

(Invitrogen), 20 ng/ml EGF (Sigma-Aldrich) and 20 ng/ml FGFb (PeproTech). An anti-human IL-6R mAb (tocilizumab) (CHUGAI Pharmaceuticals) (200 µg/ml), anti-mouse IL-6R Ab (Bio X Cell) (20 µg/ml) and/or anti-PD-L1 Ab (atezolizumab) (50 µM) (Selleckchem, Houston, TX) were used to treat 4T1 cancer cells for 5~7 days. Mammospheroids were observed at a magnification of 200× using a Nikon DIAPHOT300 microscope (Nikon, Tokyo, Japan). Immunotherapy-treated 4T1 sphere cells ( $1 \times 10^5$ ) were stained with Alexa Fluor 700-conjugated anti-CD24 (BD Biosciences, Franklin Lakes, NJ) and BB515-conjugated anti-CD44 (BD Biosciences) at 1:50 dilutions for 1 h at 4°C. Alexa Fluor 700-conjugated and BB515-conjugated rat IgG2b, κ were used as isotype control Abs (BD Biosciences) for 1 h at 4°C, washed and then resuspended in 500 µl phosphate-buffered saline (PBS) (137 mM NaCl, 2.7 mM KCl, 10 mM Na<sub>2</sub>HPO<sub>4</sub>, 1.8 mM KH<sub>2</sub>PO<sub>4</sub>, pH 7.4). Anti-CD24-Alexa Fluor 700 and anti-CD44-BB515 were excited at 633 nm and 488 nm, and their emission signals were determined by the FL-4 PMT (653-669 nm bandpass filter) and FL1 PMT (515-545 nm bandpass filter), respectively. CD44(+)/CD24(-) BCSC subpopulations were analyzed with a BD FACSCalibur flow cytometer and Cell Quest software (BD Biosciences).

Cancer stemness markers were examined in immunotherapy-treated mammospheres by qRT-PCR as described previously [4]. The primers (Table S3) for specific amplicons were synthesized (MDBio, Taipei, Taiwan) and designed according to the NCBI Probe database.

## **M2 macrophage polarity and invasion**

We analyzed macrophage activity in response to the immunotherapy treated BCSCs. M2 macrophages were differentiated from Raw264.7 M0 macrophages after treatment with IL-4 (20 ng/ml) (PeproTech) for 48 h. 4T1 cancer cells were cultured in a low-attachment plate (Corning, Corning, NY) and treated with humanized anti-PD-L1 (atezolizumab) Ab (50 µM) (Selleckchem) and/or anti-mouse IL-6R Ab (20 µg/ml) (Bio X Cell) for 5 days. The immunotherapy-pretreated 4T1 cells ( $4 \times 10^5$ ) were rinsed and seeded in the upper chamber of Falcon® Cell Culture Inserts (Corning) and incubated for 48 h with the derived M2 macrophages ( $1 \times 10^6$ ) placed in the bottom chamber. A control experiment was conducted with M2 macrophages when cocultured with untreated BCSCs.

Macrophage polarity was evaluated by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis of indicated markers. Cellular RNAs of the polarized macrophages were isolated in a TRIzol solution (Thermo Fisher Scientific), treated with DNase I and transcribed into cDNA by SuperScript™ II reverse transcriptase (Thermo Fisher Scientific) according to manufacturer's instructions. Quantitative RT-PCR was conducted using SYBR Green Master Mix, a cDNA template (100 ng) and the indicated primers (online supplemental figure S6). The qRT-PCR reaction was performed at 95°C for 15 min, followed by 40 cycles at 95°C for 15 seconds and 60°C for 1 min. The β-actin expression level was used as an internal control. Relative mRNA levels were calculated by the formula:  $\Delta\Delta CT = \Delta CT_{\text{test sample}} - \Delta CT_{\text{control sample}}$ . Fold changes in gene expression were calculated using the  $2^{-\Delta\Delta CT}$  method.

The ability of M2 macrophages penetrating through the upper chamber of an invasion transwell was evaluated after coculture with the immunotherapy treated BCSCs in the lower chamber for 24 h.

### Quantitative RT-PCR analysis of lung tissues

RNA later-stored (Invitrogen, Carlsbad, CA) murine metastatic lung tissues (~20 mg) were homogenized with TRIzol Reagent (Invitrogen) using TissueLyser II (Qiagen GmbH, Hilden, Germany) at 30 Hz for 2 x 3 minutes following manufacturer's protocol. To synthesize cDNA, 2 µg of total RNA was used for oligo dT primed reverse-transcription using FIREScript RT cDNA synthesis kit (Solis BioDyne, Tartu, Estonia). cDNA samples (100 ng) were subjected to qRT-PCR with HOT FIREPol SolisGreen qPCR Mix (Solis BioDyne) using a ViiA 7 Real-time PCR System (Applied Biosystems, Carlsbad, CA). *Ppia* was used as an internal control. Results were analyzed using comparative Ct methods ( $2^{-\Delta\Delta Ct}$ ).  $\Delta\Delta Ct = [(Ct \text{ target gene} - Ct \text{ internal control}) \text{ of immunotherapy-treated mice} - (Ct \text{ target gene} - Ct \text{ internal control}) \text{ of IgG-treated mice}]$ . Primers used in the qRT-PCR are in Table S3.

### Gene knockdown

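The murine shRNA sequence TCCTTACAGTAAATGGAGAAT occurs in the sense strand of Mcts1 on chromosome X of GRCm38 from 38602593 to 38602613. In the transcript ENSMUST00000000365 this is within exon 3 of 6, in the coding sequence. Among the transcripts of GENCODE M21 the exact sequence was found only in transcripts of Mcts1. The scramble sequence GGAATCTCATTCGATGCATAC was found in none of them.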

pGeneClip MCTS1 shRNAs (SA Biosciences Corp, Frederick, MD) (#2: 5'-AGTCCGATGCCATGAACATAT-3', #3: TGCTGCAGTAGATACCATTGT for targeting the MCT-1 gene in human MDA-MB-231 (IV2-3) and HCC1395 cells, and 5'-TCCTTACAGTAAATGGAGAAT-3' for targeting the MCT-1 gene in murine 4T1 cells) and scramble shRNA (5'-GGAATCTCATTCGATGCATAC-3') (SA Biosciences Corp) were stably transfected into indicated cell lines using jetPEI transfection reagent (Polyplus-transfection, New York, NY) following the manufacturer's protocol. Transfectants were selected in medium containing 0.5 µg/ml puromycin (Millipore, Darmstadt, Germany) for 2 weeks.

To target the IL-6 gene, a pool of three target-specific lentiviral vector plasmids (Santa Cruz, Dallas, TX), each encoding 19- to 25-nucleotide shRNAs, was used. The IL-6-specific shRNA and scramble viral vectors (5 µg) were individually transfected into 293T cells. The viral supernatants were collected, infected cancer cells and selected stable lines with 0.5 µg/ml puromycin-containing medium for 2 weeks.

A CXCL7-specific shRNA nucleotide (5'-TGATCGGGAAAGGAACCCATT-3') was inserted into the pLKO.1 vector (RNAi Core Academia Sinica, Taipei). The CXCL7-specific shRNA-containing and scramble viral vectors (5 µg) were individually transduced into 293T cells. The viral supernatants were transfected into MDA-MB-231 (IV2-3) cells and then selected with puromycin (6 µg/ml)-containing medium for 2 weeks.

### Plasma IL-6 levels

Blood samples were collected from immunotherapy-treated mice and placed into microtainer tubes with K<sub>2</sub>EDTA (BD, Franklin Lakes, NJ). After centrifugation (1000 x g) for 10 min at 4°C, the

plasma was kept at -80°C until analysis. IL-6 levels were quantified by an assay performed with the MAX Deluxe Set Mouse IL-6 (BioLegend, San Diego, CA). Plates were coated with mouse IL-6 ELISA MAX<sup>TM</sup> capture Ab, incubated overnight at 4 °C, washed with 0.05% Tween-20/PBS and incubated with the assay buffer for 1 h. The plates were incubated with diluted standards or 100-μl plasma samples for 2 h, followed by reactions with a diluted detection Ab for 1 h, Streptavidin-horseradish peroxidase (HRP) for 30 min and a substrate solution in the dark for 20 min. Results were measured on a Tecan Infinite M200 Pro microplate reader (Tecan, Männedorf, Switzerland) and analyzed with Tecan's i-control. 1.2 software.

### **Assessment of splenic and tumor-infiltrating lymphocytes**

Murine spleens were harvested and washed twice in PBS, gently minced in ice-cold RPMI-1640 medium (2% FBS), and then mashed using the plunger of a 1-ml syringe.

Macrophages and Tregs were isolated from breast tumors and lung nodules as previously described [5, 6]. Briefly, tumors and lung tissues were minced and enzymatically digested with a cocktail containing 1 mg/ml collagenase D (Sigma-Aldrich), 0.25 mg/ml DNase I (Sigma-Aldrich), and a 0.25% (v/v) trypsin-EDTA solution (HyClone) in serum-free RPMI-1640 medium. The cell suspension was passed through a 70-μm nylon cell strainer to remove cell clumps, lysed red blood cells with the buffer (155 mM NH<sub>4</sub>Cl, 12 mM NaHCO<sub>3</sub> and 0.1 mM EDTA) (Alfa Aesar, Ward Hill, MA) at 4°C for 4 min and then fixed with 4% (v/v) paraformaldehyde at room temperature for 30 min.

Immunophenotyping of splenic and tumor-infiltrating lymphocytes was performed. All the test Abs for characterizing T cells and NK cells were from BD Biosciences (San Jose, CA). Lymphocytes (1x10<sup>6</sup>) were isolated by reacting with anti-mouse CD16/CD32 (1:2,000) in staining buffer (0.1% bovine serum albumin (BSA) in PBS) to block nonspecific binding. The isolated lymphocytes were stained with cocktails of biotinylated mouse anti-mouse NK-1.1, rat anti-mouse CD19, rat anti-mouse CD4 and rat anti-mouse CD8α at a 1:100 dilution and then purified by positive selection using Streptavidin Particles Plus. The purified lymphocytes were stained with PE-conjugated mouse anti-mouse NK-1.1 (1:25), APC-conjugated rat anti-mouse CD19 (1:50), PerCP-Cy5.5-conjugated Rat anti-mouse CD4 (1:50) and BB515-conjugated rat anti-mouse CD8α (1:100) Abs. Tregs were positively selected with anti-mouse CD4 magnetic particles and then stained with PerCP-Cy5.5-conjugated rat anti-mouse CD4 (1:50) and PE-conjugated rat anti-mouse CD25 (1:25) Abs. BB515-conjugated rat anti-mouse CD8α, PE-conjugated mouse anti-mouse NK-1.1, PE-conjugated rat anti-mouse CD25 and PerCP-Cy5.5-conjugated Rat anti-mouse CD4 were excited at 488 nm, and the emission was detected in the FL1 channel (515-545 nm) with a 530/30 bandpass filter, FL2 channel (564-606 nm) with a 585/42 bandpass filter and FL3 channel with a 670 nm long-pass filter, respectively.

All macrophage sorting reagents were from BioLegend (San Diego, CA). Macrophages were positively selected with anti-CD11b magnetic particles and then stained with BB515-conjugated rat anti-CD11b (1:50), BB700-conjugated rat anti-mouse F4/80 (1:50), PE-conjugated hamster anti-

mouse CD80 (1:25) and Alexa Fluor 647-conjugated anti-mouse CD206 (1:50) Abs. BB515-conjugated rat anti-CD11b, PE-conjugated hamster anti-mouse CD80 and BB700-conjugated rat anti-mouse F4/80 were excited at 488 nm, and the emission was detected in the FL1 channel (515-545 nm) with a 530/30 bandpass filter, FL2 channel (564-606 nm) with a 585/42 bandpass filter and FL3 channel with a 670 nm long-pass filter, respectively. Alexa Fluor 647-conjugated anti-mouse CD206 was excited at 633 nm, and the emission was determined in the FL4 channel (653-669 nm) with a 661/16 bandpass filter.

BD Biosciences was the source of all the isotype control Abs including PE-conjugated hamster IgG2a,  $\kappa$ ; BB515-conjugated rat IgG2b,  $\kappa$ ; BB700-conjugated rat IgG2a,  $\kappa$ ; APC-conjugated rat IgG2a,  $\kappa$ ; and PerCP-Cy5.5-conjugated Rat IgG2a,  $\kappa$ . A BD FACSCalibur flow cytometer and FlowJo v10 (BD Biosciences) were used to examine the results.

### **Immunocytochemistry study**

4T1 cells ( $1 \times 10^5$ ) were cultured on a 12-well plate (FALCON, Durham, USA) containing sterile with a micro cover glass inserts (18 mm) (Matsunami GLASS IND., LTD., Osaka, Japan). After 24 h incubation, the cells were pretreated with anti-mouse IL-6R mAb (50 ng/ml) (BE 0047, Bio X Cell) for 24 h, fixed in 4% paraformaldehyde for 10 min, washed twice in PBS and permeabilized in 0.5% Triton X-100/PBS for 5 min and then incubated with blocking buffer (5% BSA/PBS) for 1 h. Afterward, the cells on coverslips were incubated overnight at 4 °C with primary rabbit PD-L1 Ab (#13684) (1:1000) (Cell Signaling Technology) diluted in 5% BSA/PBS, washed thrice with 0.1% Tween 20/PBS (PBS-T) for 5 min, and incubated with the secondary Ab Alexa Fluor 594 goat anti-rabbit IgG (A11037) (1:1000) (Invitrogen) diluted in 5% BSA/PBS for 1 h and washed with PBS-T ( $3 \times 5$  min). The coverslips were mounted on slides with Immu-Mount<sup>TM</sup> medium (Thermo Fisher Scientific Inc.). Images were visualized with a Leica TCS SP5 confocal microscope (Leica, Germany) at  $\times 63$  magnifications and analyzed using ImageJ software (version 1.2) (NIH, Bethesda, MD).

### **Immunohistochemical (IHC) study**

Tumors or the normal tissues were fixed in 10% formalin (Sigma-Aldrich), embedded in paraffin, and sliced into 4- $\mu$ m-thick sections. The paraffin sections were deparaffinized and rehydrated by incubations in xylene ( $2 \times 12$  min), 100% ethanol ( $2 \times 10$  min), 95% ethanol ( $2 \times 10$  min), 80% ethanol ( $2 \times 5$  min) and 70% ethanol ( $2 \times 5$  min). The samples were washed in distilled water for 5 min, treated with 3% hydrogen peroxide ( $H_2O_2$ ) for 12 min to block endogenous peroxidase activity and then washed with PBS ( $3 \times 5$  min). Antigen retrieval was achieved by heating in sodium citrate-EDTA buffer (10 mM Tri-sodium citrate, 1 mM EDTA, 0.05% Tween 20, pH 6.0) for 16 min in a microwave oven (640 Watt); the sections were then cooled with tap water for 20 min and rinsed with distilled water ( $4 \times 5$  min) and PBS for 5 min.

To identify immune cell infiltration into tumor, CD163 is used as a marker for M2 macrophages, whereas Foxp3 is used as a specific marker of mouse Tregs [7]. IHC staining was performed using a

DAKO EnVision detection kit (Agilent Technologies, Santa Clara, CA). Primary Abs against CD163 (GTX35247) (1:600) (GeneTex Inc., Irvine, CA), MCT-1 (GTX117793) (1:200) (GeneTex Inc.) and Foxp3 (GTX107737) (1:100) (GeneTex Inc.) and CD8 $\alpha$  (98941) (Cell Signaling Technology Inc.) were incubated with the specimens for 30 min, washed in PBS for 15 min and incubated with a labeled polymer-HRP-conjugated secondary Ab (DAKO EnVision System) (Agilent Technologies, Inc., Santa Clara, USA) for 10 min. The samples were visualized using 3,3'-diaminobenzidine substrates (DAKO EnVision System), counterstained with Mayer's hematoxylin (Sigma-Aldrich), dehydrated with ethanol (70%, 3 min; 80%, 3 min; 95%, 3 min; and 100%, 5 min), cleared with xylene (5 min) and cover-slipped (Automat-star 24 x 50 mm) with the mounting medium Histokitt solution (Glaswarenfabrik Karl Hecht GmbH & CO KG., Germany).

To analyze lymphangiogenesis in lymph node-metastasized 4T1 tumors, paraffin-embedded tissues were sectioned, deparaffinized and rehydrated as previously described [8]. Briefly, tissue sections were heated in a microwave (640 Watt) in 10 mM sodium citrate containing 0.05% Tween 20, pH 6.0, for 15 min and then rinsed 3 times in PBS. Endogenous peroxidase activity was quenched with 3% H<sub>2</sub>O<sub>2</sub> in PBS for 10 min, and then the sections were blocked in 3% BSA in 0.1% Tween 20/PBS. The specimens were incubated with an anti-LYVE Ab (ab33682) (1:100) (Abcam, Cambridge, MA) overnight at 4°C and counterstained with hematoxylin. The immunoreactive signal was developed with a mouse/rabbit polydetector HRP/DAB detection system (BioSB, Santa Barbara, CA).

IHC images were observed under a Nikon Optiphot-2 Upright Microscope using a 40 $\times$  objective lens and analyzed by the automatic digital slide scanner system Pannoramic MIDI II (3DHISTECH, Ltd., Budapest, Hungary). ImageJ software (version 1.2) was used to conduct color deconvolution as described before [9], adjust the image threshold and analyze the signal intensity. Results were evaluated for at least 6 randomly chosen fields per sample.

To perform immunofluorescence study, the tumor sections were pre-incubated with blocking buffer (5 % BSA diluted in permeabilization solution of 0.2 % gelatin/0.25% Triton/PBS) for 1 h, incubated overnight at 4 °C with a rabbit anti-CD163 antibody (Elabscience, Cat # E-AB-70306), washed by PBS twice and PBS/gelatin/Triton 0.25% for 10 min each and incubated with Alexa Fluor 488 goat anti-rabbit IgG (Invitrogen #A11034, ThermoFisher, Waltham, MA, USA) diluted with blocking buffer (1/200) for 1 h. The reactive samples were rinsed with PBS (3x 10 min), 10 mM CuSO<sub>4</sub>/50 mM NH<sub>4</sub>Cl<sub>4</sub> solution for 10 min and distilled water. Immunofluorescent images were observed under a multispectral Leica TCS SP5 confocal microscope (LEICA DMI 6000B) (Leica, Wetzlar, Germany).

## References

1. Shih HJ, Chu KL, Wu MH, Wu PH, Chang WW, Chu JS, et al. The involvement of MCT-1 oncoprotein in inducing mitotic catastrophe and nuclear abnormalities. *Cell Cycle*. 2012; 11: 934-52.

2. Hsu HL, Choy CO, Kasiappan R, Shih HJ, Sawyer JR, Shu CL, et al. MCT-1 oncogene downregulates p53 and destabilizes genome structure in the response to DNA double-strand damage. *DNA Repair (Amst)*. 2007; 6: 1319-32.
3. Shih HJ, Chen HH, Chen YA, Wu MH, Liou GG, Chang WW, et al. Targeting MCT-1 oncogene inhibits Shc pathway and xenograft tumorigenicity. *Oncotarget*. 2012; 3: 1401-15.
4. Weng YS, Tseng HY, Chen YA, Shen PC, Al Haq AT, Chen LM, et al. MCT-1/miR-34a/IL-6/IL-6R signaling axis promotes EMT progression, cancer stemness and M2 macrophage polarization in triple-negative breast cancer. *Mol Cancer*. 2019; 18: 42.
5. Cassetta L, Noy R, Swierczak A, Sugano G, Smith H, Wiechmann L, et al. Isolation of Mouse and Human Tumor-Associated Macrophages. *Adv Exp Med Biol*. 2016; 899: 211-29.
6. Sauer KA, Scholtes P, Karwot R, Finotto S. Isolation of CD4+ T cells from murine lungs: a method to analyze ongoing immune responses in the lung. *Nat Protoc*. 2006; 1: 2870-5.
7. Hori S. Lineage stability and phenotypic plasticity of Foxp3(+) regulatory T cells. *Immunol Rev*. 2014; 259: 159-72.
8. Chen HM, Tsai CH, Hung WC. Foretinib inhibits angiogenesis, lymphangiogenesis and tumor growth of pancreatic cancer in vivo by decreasing VEGFR-2/3 and TIE-2 signaling. *Oncotarget*. 2015; 6: 14940-52.
9. Crowe AR, Yue W. Semi-quantitative Determination of Protein Expression using Immunohistochemistry Staining and Analysis: An Integrated Protocol. *Bio Protoc*. 2019; 9.

How the deposited data were processed for this re-analysis (not part of the article)

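The transcriptome of 4T1 cells was measured by RNA sequencing in 4 groups, scramble + IgG, scramble + anti-IL-6R, shMCT-1 + IgG and shMCT-1 + anti-IL-6R, with 2 libraries each. The groups and replicates were taken from the sample labels, which also give the dose of 100 ng/ml and the time of 48 h. The columns of Table S3A, of which 1998 of 54532 genes are held here, matched the libraries of the same names.

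The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR and counted them with RSEM, and they deposited the expected counts of 54532 genes per library. These values are not normalized for library size or gene length. Of the values above 0, 29.6% were not whole numbers, and all were rounded to whole numbers before testing. The authors name GENCODE release M19, and the annotation used here was release M21 on GRCm38, in which 54409 of the gene identifiers were found without their version and 53229 with it. Coordinates come from release M21.

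Library totals lay between 19839299 and 33063570 counts, so that 1 CPM stood for 19.8 to 33.1 counts. A gene with 3 counts or fewer in every library of a group was treated as being at the floor, and folds against such a group were computed against the floor only. Counting error is the only error these limits cover.

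Genes with more than 1 CPM in at least 2 of the 8 libraries were kept (12704 genes), and library sizes were adjusted by TMM in edgeR 4.0.16 under R 4.3.3. The 4 group means were fitted with edgeR's quasi-likelihood functions and compared within the fit, including the interaction. An additive model of background and treatment gave the effect of shMCT-1 across both treatments and that of anti-IL-6R across both backgrounds. p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05. The legend of Fig. 3A names a p-value and the methods an adjusted p-value, and the adjusted one was the setting used here. Standard errors were derived from the log2 fold change and the F statistic of the same test.

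The design named all core gene lists of Table S5 that are held whole, 89 lists. Of these, 18 lists of pathways that the RNA sequencing text names were taken as the main family for adjustment, in the comparisons for which it names them, with the interferon lists also within anti-IL-6R. All 88 lists with at least 5 tested genes were tested as 1 family after the data were seen. The 18 lists, the 20 lists of Table S2 that are held whole, and 12 mouse Reactome sets shipped with fgsea 1.28.0, were tested with camera in limma 3.58.1 and edgeR, with a preset correlation of 0.01. The Reactome sets were chosen by name, and the set for xenobiotics was left out because fewer than 5 of its genes were tested. The Hallmark sets themselves were not used here, nor were the enrichment scores of the paper recomputed. Lists held in part were represented by their first 3 genes and were not tested as lists. As these lists run from weak to strong changes, medians over the held part were added after the data were seen.

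Most genes named in the text follow a rule fixed before. They were drawn from Mcts1, the genes that the RNA sequencing text names, the genes of the axis in the title and those the study checked by RT-PCR, the first 3 genes of each list held in part, and for each comparison the 2 genes that rose most and the 2 that fell most among the DEGs with a mean of at least 1 CPM and no overlap between the groups. Bmyc was added after its values were seen, as were the genes of the intersections and of the mitochondrial lists and, as the strongest changes of core lists, Sdc3, Irf8 and Mki67.

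The test was checked on simulated changes. At 2 libraries against 2, genes changed 1.5-fold, 2-fold and 4-fold were recovered in 52%, 78% and 96.5% of 200 cases, with 7, 15 and 14 unchanged genes called. Each gene was drawn with the same dispersion in all groups, so these shares may not hold for the real libraries. A simulated list of 40 genes moved by a log2 value of 0.5 was called by camera (p = 2.17e-95), by camera with an estimated correlation (p = 1.8e-05) and by fry (p = 2.23e-06), and a list that was not moved was called by none (p = 0.628, 0.598 and 0.453).

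The design, the rule for named genes, the Reactome sets and the following alternatives were set before the data were examined. Each result was recomputed, where it applied, with DESeq2 1.42.0, RLE size factors, no filter, a filter of more than 1 CPM in at least 7 libraries, filterByExpr, an unadjusted p-value, the replicate number as a block, fits without the mitochondrial genes, a fit of only the 4 libraries compared, edgeR's exact test, camera with an estimated correlation, fry and leaving out each library in turn. A correction for GC content and transcript length by loess with a span of 0.3, and a thinning of every library to the same total, were added after the data were seen. Counts without any effect of anti-IL-6R were simulated in 20 draws to see how often the 3 comparisons share genes. Positions on chromosomes were permuted 2000 times. Tables and sequences were prepared with Python 3.11.15. The microarray experiment, the RT-PCR and the animal experiments were not analysed here, apart from the lists of Table S1 and Table S2.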

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

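The comparisons of the design were set before the data were examined. Of the further tests in this part, the splits of the libraries for shMCT-1 across both treatments were set before the result was seen. So was the permutation of positions for windows, and all others were chosen only after the result.

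The paper compares shMCT-1 with scramble in cells without anti-IL-6R on microarrays and not by RNA sequencing. In the RNA sequencing libraries, 6912 genes were DEGs in shMCT-1 + IgG vs. scramble + IgG, against 0 DEGs (166 genes at an unadjusted p-value under 0.05) in scramble + anti-IL-6R vs. scramble + IgG. Within anti-IL-6R and within IgG, 5886 DEGs of shMCT-1 against scramble were shared, 5884 of them in the same direction, and the log2 fold changes had a Pearson correlation of 0.901 across genes. Across both treatments 8764 genes were DEGs, and 1 of the 34 splits of the 8 libraries into 4 and 4 that could be fitted, the real one, gave as many. The other 33 splits gave 0.

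The tables argue against several technical explanations as the whole cause. The shMCT-1 libraries were smaller than the scramble libraries, but with every library thinned to 19839255 counts 6797 genes were DEGs within IgG, 6642 of them among the 6912. The log2 fold changes for shMCT-1 followed transcript GC content (Spearman 0.278) and transcript length (Spearman -0.325), but after removal of both trends (0.011 and 0.033) 6588 genes were DEGs, 5198 of them among the 6912. These trends may therefore account for some of the calls. The correction did not remove a trend with the length of the 3' untranslated region, whose Spearman correlation went from -0.094 to 0.197. A mislabelled library is argued against by Mcts1, whose lowest scramble value was 1.72 times its highest shMCT-1 value. The 10 most abundant genes held between 5.07% and 6.07% of the counts of a library. The design names the silencing of MCT-1 as a biological explanation. Each shRNA was carried by 1 stable line, so that other differences between the lines stay open as well, untested for the calls as a whole.

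Genes on chromosomes 2, 12 and 13 were lower in shMCT-1 across both treatments, with a median log2 fold change of -0.38 over 2010 tested genes against 0.07 over 10669 genes on the other chromosomes. The largest absolute median of any chromosome in the responses to anti-IL-6R was 0.03. The medians were -0.37 on chromosome 2, -0.35 on chromosome 12 and -0.42 on chromosome 13. They were the same with the genes at the floor of a line set to their limit. Of the DEGs on these chromosomes 81.2% were lower, and of those elsewhere 42.7%. When positions were permuted, the median of each of the 3 chromosomes had a permutation p = 5e-04, the smallest value the permutations can give. Chance placement of the genes is thus argued against. So are GC content and transcript length, since after their removal the medians were -0.35, -0.29 and -0.33 and still the lowest of all chromosomes, although a trend with the length of the 3' untranslated region was left.

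Chromosomes also moved the other way. The medians were 0.21 on chromosome 1, 0.20 on chromosome 14, 0.17 on chromosome 15, 0.15 on chromosome 11 and 0.11 on chromosomes 3 and 7, each with a permutation p = 5e-04. On chromosome 14, 0 of 9 windows of 10 Mb had a median under 0. With smaller medians, chromosome 4 was lower (-0.08) and chromosome 10 higher (0.09), each with a permutation p = 0.002. Shifts of chromosomes were thus not confined to chromosomes 2, 12 and 13, which were the 3 with the lowest medians, and the others were not examined further. The strongest of 237 windows of 10 Mb had the same permutation p = 5e-04. That window, on chromosome 6 from 1 to 10000000, was higher in shMCT-1 (median 0.97 over 23 genes). Of the 9 windows past the permuted 95% limit, 8 were lower and 1 higher.

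A difference in the copy number of chromosomes 2, 12 and 13 between the stable lines is a candidate explanation. It would shift most genes along a chromosome together, and 41 of 41 windows of 10 Mb on these chromosomes had a median under 0, against 78 of 196 elsewhere. The smaller shifts of the other chromosomes were not fitted to any copy number. On each of the 3, 64.7% to 69.5% of the genes in the lower part of the expression range and 80.0% to 83.0% in the upper part were lower. With 3 copies in place of 4 a log2 value of -0.415 would follow. Because the pattern was found and tested on the same data, this is a hypothesis. No DNA was analysed here. An effect of silencing MCT-1 on the chromosomes or on the transcription of their genes stays open and was not tested.

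Counts in only one of the lines were seen for 66 genes, which had 3 counts or fewer in each library of one line and at least 1 CPM in each library of the other. By this limit, 15 were present in scramble only and 51 in shMCT-1 only. Of the 35 splits of the 8 libraries into 4 and 4, 1 split, the real one, gave as many such genes, the largest other split gave 2, and the split by treatment gave 0. E2f6, on chromosome 12 from 16810963 to 16839742, was at least 158-fold lower in shMCT-1, with 0 counts in each of its libraries. Mga, on chromosome 2 from 119897228 to 119969581, was at least 177-fold higher, Dact2 at least 83.3-fold and Panx1 at least 67.5-fold. These folds are of the mean over the libraries in which the gene was present.

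That 1 split argues against a grouping of the libraries by chance. Off-target silencing through the seed of the shRNA could remove transcripts from shMCT-1, but of the 9 genes present in scramble only that have an annotated 3' untranslated region, 0 contained the 7-base match, against 19.7% of the tested genes, and silencing does not directly add the 51 genes present in shMCT-1 only. Silencing of MCT-1 itself and differences between the stable lines, such as lost or silenced loci, stay open and were not tested.

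The interaction of shMCT-1 and anti-IL-6R, which tests whether the response to anti-IL-6R differed between the backgrounds, gave 0 DEGs with 315 genes at an unadjusted p-value under 0.05, so no gene is reported for it. Groups of 2 libraries are too small for a test of outlying samples.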

How the results depend on the processing

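The correction for GC content and transcript length, the thinning to equal depth and the adjustment over all core lists held whole were chosen after seeing the data, and every other alternative here was set before the data were examined.

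The counts of DEGs for shMCT-1 stayed within 1.5 times under every alternative run. They lay between 6035 and 7780 within anti-IL-6R, between 6110 and 7648 within IgG and between 7720 and 10224 across both treatments. The lowest count of each came from the filter of 7 libraries. The highest came without a filter, or within IgG at an unadjusted p-value. Under the filter of 7 libraries, which tests fewer genes, 5851 of the 6894 DEGs within anti-IL-6R were shared. With the GC and length correction the counts were 6690, 6588 and 8382, and after thinning 6769, 6797 and 8665. With libraries left out in turn they ranged from 6485 to 7304 within anti-IL-6R, from 6175 to 7422 within IgG and from 7875 to 8720 across both treatments.

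The counts of 0 DEGs for anti-IL-6R, for the interaction and for the intersection changed under several alternatives. Without a filter there were 64 genes in scramble, 133 in shMCT-1, 97 for the interaction, 73 across both backgrounds and 13 in the intersection. DESeq2 gave 0 genes in scramble (108 unadjusted), 11 in shMCT-1, 6 for the interaction and 1 across both backgrounds. The exact test with adjustment gave 10 genes in scramble and 14 in shMCT-1. On counts simulated without any effect of anti-IL-6R, in 20 draws, that test gave 8 to 26 genes in scramble and 4 to 24 in shMCT-1. Counts of this size thus also arise under the exact test without an effect. Without adjustment, by construction, there were 166, 505, 315 and 355 genes and 11 in the intersection, and with the exact test without adjustment 228, 420 and 19. Apart from the dropped adjustment and the simulation for the exact test, the cause was not tested. The GC and length correction and the thinning left 0 in each. Across both backgrounds the count ranged from 0 to 1 with libraries left out in turn, the 1 arising without shMCT-1 + IgG replicate 2 or without shMCT-1 + anti-IL-6R replicate 1. In each response, leaving out the libraries of the other background in turn gave 0 (166 and 505 unadjusted with all libraries). Leaving out a library of a group of 2 leaves 1 library, so calls were not made in that case, and no such value could be given for the interaction or the intersection.

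The replicate numbers are not stated to pair the libraries. The differences between replicates correlated by -0.08 to 0.106 between groups, which gives no sign of pairing. With the replicate number as a block, there were 0 DEGs in scramble (215 unadjusted), 0 in shMCT-1 (535 unadjusted), 7017 within anti-IL-6R, 7035 within IgG and 8790 across both treatments. The block moved Reactome's interleukin-6 signaling within anti-IL-6R to -0.69 and past the threshold (adjusted p = 0.0377).

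The medians of the core lists do not depend on the set test, but their calls do. Under both the estimated correlation and fry, the lists of scramble for E2F targets (-0.17), hypoxia (0.10), glycolysis (0.11) and xenobiotic metabolism (0.11) lost their calls. Under the estimated correlation alone, so did E2F targets (-0.10) and IL-6/JAK/STAT3 (-0.16) in shMCT-1 and E2F targets within anti-IL-6R (-0.44). By construction these tests allow for correlation between the listed genes. With adjustment over all 88 core lists held whole and tested, instead of 18, camera still called the 18, fry 12 in place of 14 and the estimated correlation 2 in place of 11. Under fry, E2F targets (-0.10, adjusted p = 0.0589) and IL-6/JAK/STAT3 (-0.16, adjusted p = 0.0533) in shMCT-1 lost their calls. Under the estimated correlation only IL-6/JAK/STAT3 and the IFNα response within anti-IL-6R kept them (adjusted p = 0.047 each). Over the 88 lists camera called 87, fry 43 and the estimated correlation 10, and in scramble fry and the estimated correlation called 0 of 32, where camera called 31. Within anti-IL-6R camera and fry each called 25 of 25 lists and the estimated correlation 7. In no core list did RLE size factors, filterByExpr or the replicate block change a direction or a call.

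With the libraries left out in turn, the medians in scramble ranged from -0.32 to -0.0012 for E2F targets, from 0.028 to 0.20 for hypoxia, from -0.0001 to 0.21 for glycolysis and from 0.054 to 0.21 for xenobiotic metabolism. Each of these ranges runs between the values without scramble + IgG replicate 1 and without replicate 2, so that they are set by how those libraries differ. In shMCT-1 they ranged from -0.14 to -0.071 for E2F targets, from 0.15 to 0.23 for hypoxia, from 0.095 to 0.18 for glycolysis, from 0.086 to 0.16 for xenobiotic metabolism, from -0.36 to -0.25 for the IFNα response, from -0.27 to -0.20 for the IFNγ response and from -0.28 to -0.14 for IL-6/JAK/STAT3. Within anti-IL-6R they ranged from -0.50 to -0.37 for E2F targets, from 0.79 to 0.88 for hypoxia, from 0.65 to 0.75 for glycolysis, from 0.60 to 0.71 for xenobiotic metabolism and from -1.67 to -1.37 for IL-6/JAK/STAT3.

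Among the Reactome sets, the ranges in scramble were -0.0074 to 0.025 for G2/M checkpoints, -0.045 to 0.0046 for mitotic G2-G2/M phases, -0.063 to 0.0056 for the mitotic spindle checkpoint and -0.077 to 0.012 for mitotic prometaphase, so that each crossed 0. In shMCT-1 they were -0.022 to 0.021 for interferon alpha/beta signaling, -0.063 to -0.019 for interferon gamma signaling and -0.11 to 0.14 for interleukin-6 signaling. Within anti-IL-6R interleukin-6 signaling ranged from -0.73 to -0.38, the latter without shMCT-1 + anti-IL-6R replicate 1. This set passed the threshold under fry (-0.68) and filterByExpr (-0.67), and not with an estimated correlation (adjusted p = 0.906). In shMCT-1 upon anti-IL-6R, RLE size factors reversed G2/M checkpoints (0.0041), mitotic G2-G2/M phases (0.0060), mitotic prometaphase (0.0054), E2F mediated regulation of DNA replication (0.0042) and interferon alpha/beta signaling (0.012). Their medians had been -0.0094, -0.0069, -0.0078, -0.0094 and -0.0014. RLE size factors moved the median of all tested genes in this comparison from -0.0067 to 0.0063, and this shift, which all genes share, accounts for these changes of sign and says nothing of the sets. With filterByExpr, interferon alpha/beta signaling (0.0025) and the inflammatory response list of Table S2 (0.15) were reversed, and the cause was not tested.

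Beyond these, an estimated correlation made 9 other Reactome and Table S2 results weaker, fry made 1 weaker and 16 stronger, and filterByExpr made 2 stronger. The share of the 173 matched microarray DEGs with the same sign, 46.2%, became 50.0% for absolute fold changes of at least 1.5, with 14 genes. The correlation of the responses to anti-IL-6R moved from 0.0123 to 0.046 in genes of at least 10 CPM, less than its spread of 0.096 when libraries were left out. The 8-base seed match kept the direction and side of the threshold of the 7-base match. With windows of 5 Mb the largest absolute median also passed the permuted limit (permutation p = 0.0015), but the strongest window was another one, on chromosome 2 and lower (-0.89), where that of 10 Mb was on chromosome 6 and higher (0.97). Among the named genes, 402 of 405 values under the other alternatives kept their direction and call. Zfp985 (-0.37, adjusted p = 0.0539) and Tubgcp5 (-0.39, adjusted p = 0.0507) lost theirs under DESeq2, and Mtln gained one under the exact test (0.54, adjusted p = 0.00642), each within anti-IL-6R. With a library left out, 64 of 324 values moved by more than the spread between replicates, and the sign crossed 0 for Top2a, Net1, Myo1e, Ppih and CT030661.1 in scramble and for Zfp979 in shMCT-1.

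The depth limits what can be said of genes such as Il6, Cxcl7 (Ppbp), Cxcr2 and Egfr, which stayed under 1 CPM, or 19.8 counts in the smallest library, in too many libraries to be tested.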

Differences from the paper's values

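The paper counts 66 unique DEGs in scramble + anti-IL-6R vs. scramble + IgG, the number of human symbols in Table S3B, which lists 138 mouse genes. Against these stood 0 genes at an adjusted p-value under 0.05 here, with 166 at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the fit without a filter (64 genes) had a count within 1.5 times the paper's 66 and the unadjusted p-value, with the filter kept (166 genes), within 1.5 times its 138. DESeq2, RLE size factors, the filter of 7 libraries, filterByExpr, the replicate block, the fit without mitochondrial genes and the fit of 4 libraries gave 0, the exact test with adjustment 10 and the exact test without adjustment 228, and none of these closed either gap. The counts here are of mouse genes.

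The paper counts 230 unique DEGs in shMCT-1 + anti-IL-6R vs. shMCT-1 + IgG, the number of human symbols in Table S3C, which lists 348 mouse genes. Against these stood 0 genes at an adjusted p-value under 0.05 here, with 505 at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the unadjusted p-value (505 genes) and the exact test without adjustment (420 genes) closed the gap to the 348 genes listed, and none closed the gap to the paper's 230. DESeq2 gave 11 genes, the exact test with adjustment 14 and the fit without a filter 133, and the other alternatives gave 0.

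The paper counts 8 genes as common to the 3 comparisons, against 0 here at an adjusted p-value under 0.05. The unadjusted p-value, set before the data were examined, gave 11 mouse genes and closed the gap, while the fit without a filter (13 genes), the exact test without adjustment (19 genes) and the remaining alternatives (0 genes) did not. The paper counts human symbols and the counts here are of mouse genes. Of the genes the paper names, Dnajb9, Hes1 and Aldoc were among the 11 and among the 19, and the 11 also held Lypd1, Gca, Gm9493, Gm10382, 3110039I08Rik, Gm17344, Rps24-ps3 and Gm28539, named after their values were seen. Of those 11, 3 changed in the same direction in all 3 comparisons. The fit without a filter is left aside here, since these genes were not checked under it. No other alternative with an adjusted p-value called any of the mouse genes that Table S3 lists for the 8 symbols in either response to anti-IL-6R.

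For MYC, Table S3D gives a log2 fold change of 10.14 in shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R, the paper's value, against -0.33 for Myc here. None of the alternatives set before the data were examined and run for Myc closed the gap. DESeq2, RLE size factors, the replicate block, the exact test and the fit without mitochondrial genes each gave -0.33. The identifier in that line of Table S3D is that of Bmyc.

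Of 20 log2 fold changes compared with those of Tables S3D and S4, the other 19 differed from the paper's by less than the standard error, by at most 0.04. The number of genes tested, 12704, and the 6894 DEGs of shMCT-1 + anti-IL-6R vs. scramble + anti-IL-6R were within 1.5 times the paper's 10599 transcripts and, for the DEGs, within 1.5 times both its 5790 unique DEGs and the 6428 genes listed in Table S3D.

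The paper states that MYC was upregulated, and Myc was a DEG in the opposite direction here. For this rise the paper also reports quantitative RT-PCR in human and mouse TNBC lines, which was not analysed here. It states that anti-IL-6R in scramble hindered genes of the G2/M checkpoint and the mitotic spindle most. Reactome sets with related names had medians of 0.01 for G2/M checkpoints (51 genes) and -0.02 for the mitotic spindle checkpoint (18 genes). Neither was called by camera, by an estimated correlation or by fry. They are other sets than the paper's Hallmark sets of 195 and 191 genes, so they do not test its statement directly. The held parts of the paper's core lists for the G2/M checkpoint and the mitotic spindle had medians of -0.13 and -0.09 and 0 DEGs. With libraries left out in turn, these medians ranged from -0.25 to 0.010 and from -0.19 to 0.021. These core lists were chosen on these libraries and were not tested as lists. It names E2F targets as lowered, and hypoxia, glycolysis and xenobiotic metabolism as raised, by both shMCT-1 and anti-IL-6R. In its own GSEA, E2F targets had an NES of -1.61 in scramble, -0.4 in shMCT-1 and -0.59 within anti-IL-6R. Their false discovery rate was 0.038 in scramble and 0.995 within anti-IL-6R. Hypoxia, glycolysis and xenobiotic metabolism had an NES of 0.81, 1.04 and 1.5 in scramble and 1.14, 1.17 and 1.1 in shMCT-1. Within anti-IL-6R the NES was 1.7, 1.7 and 1.54. Their rates were 0.434, 0.414 and 0.496 in shMCT-1 and 0.012, 0.011 and 0.024 within anti-IL-6R. The core lists for these pathways were chosen on these libraries for these directions, so that moving in them is no independent evidence. Camera with its preset correlation called them, as it called 87 of all 88 lists tested. In scramble they lost their calls under fry and under an estimated correlation. The paper presents the common genes as targets of both shMCT-1 and anti-IL-6R. Of these, Aldoc changed by 1.34 in scramble and by -0.34 in shMCT-1 upon anti-IL-6R, and Cyp2c55 and Mtln likewise rose in scramble and fell in shMCT-1, signs that Table S4 shows too.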

Other observations

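The comparisons of the design, the rule for named genes and the Reactome sets were set before the data were examined. Of the further tests in this part, the splits for anti-IL-6R, the simulated intersections and the permutation of seed matches were set before the result was seen. The other tests are to be read as chosen only after the result.

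For anti-IL-6R across both backgrounds, 0 genes were DEGs (355 at an unadjusted p-value under 0.05). By necessity, each of the 34 splits of the 8 libraries into 4 and 4 that could be fitted gave as many or more. Of these, 29 gave 0, the real one included, and the largest gave 240. As the outcome was fixed by the count of 0, chance and an effect of the treatment cannot be told apart by it.

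The intersection of the 3 comparisons at an unadjusted p-value under 0.05 held 11 genes. Counts simulated with the difference between shMCT-1 and scramble but without any effect of anti-IL-6R gave between 26 and 44 genes in 20 draws, with a median of 37. The exact test without adjustment gave 19 genes, and 27 to 49 in the simulated counts. An intersection of this size may arise from chance and from libraries that the comparisons share. The simulated counts also held more genes at an unadjusted p-value under 0.05 than were observed in both responses. They held 566 to 654 against 166 in scramble and 537 to 644 against 505 in shMCT-1, which was not explained.

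The p-values in Table S3B reach 0.0497 and those in Table S3C 0.0499. When they were adjusted by the Benjamini-Hochberg method over the genes tested here, 7 of the paper's 138 and 5 of its 348 genes stayed under 0.05.

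Core lists of a response to anti-IL-6R moved in that response, where the study had picked them. In the response of the other background, which shares no library with it, 57.5% of 395 listed genes moved the same way, and the median ratio of a list's value there to its own was 0.207. None of the 11 lists was called there. This is consistent with picking genes on the same libraries, while a response confined to one background stays open. The interaction test gave no DEG.

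The rise of MYC in Table S3D may stand for Bmyc. Under this explanation Bmyc would rise and Myc would not, and Myc had a log2 fold change of -0.33 while Bmyc had 0 counts in each scramble library and at least 4.76 CPM in each shMCT-1 library. Table S3D is held here in part, with 814 of 6428 genes. In the held part 64 of 794 lines with a human symbol carry a symbol with other letters than the mouse gene, and in Tables S3B and S3C 14 of 68 and 37 of 234.

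Mitochondrial transcripts were lower in shMCT-1 + anti-IL-6R than in shMCT-1 + IgG in 15 of 15 genes (median log2 fold change -0.62), and 12 had a p-value under 0.05 when edgeR's p-values were adjusted over these 15 genes alone. In scramble 13 of 15 were lower (median -0.17), and 0 passed in that way. Among the 14 genes that the exact test with adjustment called in shMCT-1, mt-Nd2, mt-Co1, mt-Co3, mt-Nd4, mt-Nd5 and mt-Nd6 are mitochondrial. The mitochondrial share of counts was 1.33% in shMCT-1 + IgG and 0.844% in shMCT-1 + anti-IL-6R, a gap of 0.485 percentage points, and the replicates of shMCT-1 + IgG differed by 0.4. An effect of the antibody and variation between libraries of one group cannot be told apart here, since a group holds 2 libraries. Between shMCT-1 and scramble, mitochondrial genes were lower within IgG by a median of -0.77, while 63 of 64 nuclear genes of the respiratory chain were higher (median 0.56).

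Genes with the 7-base seed match of the shRNA in their 3' untranslated region had a median log2 fold change for shMCT-1 that lay -0.13 from that of genes without it. Permuting the match within bins of untranslated region length gave a mean difference of -0.15 (permutation test, two-sided, p = 0.0907). Off-target silencing would have made the real difference larger than that of length-matched genes, which it was not. The difference is consistent with the length of the untranslated regions alone. With the 8-base match the difference was -0.14 (the same permutation test, two-sided, p = 0.714).

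Microarray DEGs of Table S1 were compared with shMCT-1 + IgG vs. scramble + IgG. Table S1 holds 1296 lines, 825 higher and 471 lower, of which 427 carry a gene symbol. The comparison covers only the 173 genes that could be matched by symbol and were tested here, 87 higher and 86 lower on the microarrays, and says nothing of the other lines. Of these 173 genes, 46.2% had the same sign, against 50% when the signs were permuted (permutation test, two-sided, p = 0.358). Within anti-IL-6R the share was 46.8%. Of 20 core lists of Table S2 that are held whole, 17 fell and 3 rose on the paper's microarrays, and 4 had a median in the same direction by RNA sequencing. Camera called 3 of the lists, each in the direction opposite to the microarrays, of which 0 held under an estimated correlation and 3 under fry. Fry called 15 of the lists. By the sign of the list median, 12 moved in the opposite direction and 3 in that of the microarrays. The 3 were IL-6/JAK/STAT3 (-0.16), DNA repair (0.17) and cholesterol homeostasis (0.15). Among the 12, MYC targets V2 had risen on the microarrays and had a median of -0.04, but 13 of its genes were DEGs and higher and 2 lower. The direction of that list is therefore unclear. The IFNα response list had a median of 0.38, with 29 of 34 genes higher. Within anti-IL-6R the interferon lists of Table S5C, which the study picked on these libraries for rising, had medians of 1.10 and 0.88. Reactome's interferon alpha/beta signaling had a median of -0.14 there, with 8 of 11 genes lower (adjusted p = 0.777 from camera, 0.906 with an estimated correlation and 0.0323 from fry). Interferon gamma signaling had a median of 0.19 (adjusted p = 0.0102 from camera, 0.906 with an estimated correlation and 0.00395 from fry). No explanation for the difference between the platforms was tested.

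Of other genes of the study, Cd274, which encodes PD-L1, was expressed at 0.320 CPM in scramble + anti-IL-6R and 1.08 CPM in shMCT-1 + anti-IL-6R (log2 fold change 1.75, adjusted p = 0.00796 from edgeR). St6gal1 rose by 0.89 and Areg fell by 0.72 on the log2 scale in the same comparison. Ppbp, which encodes CXCL7, had means of 0.458 to 0.649 CPM and was not tested. Of the 118 core genes of hypoxia, glycolysis and xenobiotic metabolism in Table S5C, 118 were DEGs and higher in shMCT-1 + IgG vs. scramble + IgG, where no anti-IL-6R was present.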
